# Dynamic changes in gene expression *in vivo *predict prognosis of tamoxifen-treated patients with breast cancer

**DOI:** 10.1186/bcr2593

**Published:** 2010-06-22

**Authors:** Karen J Taylor, Andrew H Sims, Liang Liang, Dana Faratian, Morwenna Muir, Graeme Walker, Barbara Kuske, J Michael Dixon, David A Cameron, David J Harrison, Simon P Langdon

## Abstract

**Introduction:**

Tamoxifen is the most widely prescribed anti-estrogen treatment for patients with estrogen receptor (ER)-positive breast cancer. However, there is still a need for biomarkers that reliably predict endocrine sensitivity in breast cancers and these may well be expressed in a dynamic manner.

**Methods:**

In this study we assessed gene expression changes at multiple time points (days 1, 2, 4, 7, 14) after tamoxifen treatment in the ER-positive ZR-75-1 xenograft model that displays significant changes in apoptosis, proliferation and angiogenesis within 2 days of therapy.

**Results:**

Hierarchical clustering identified six time-related gene expression patterns, which separated into three groups: two with early/transient responses, two with continuous/late responses and two with variable response patterns. The early/transient response represented reductions in many genes that are involved in cell cycle and proliferation (e.g. BUB1B, CCNA2, CDKN3, MKI67, UBE2C), whereas the continuous/late changed genes represented the more classical estrogen response genes (e.g. TFF1, TFF3, IGFBP5). Genes and the proteins they encode were confirmed to have similar temporal patterns of expression *in vitro *and *in vivo *and correlated with reduction in tumour volume in primary breast cancer. The profiles of genes that were most differentially expressed on days 2, 4 and 7 following treatment were able to predict prognosis, whereas those most changed on days 1 and 14 were not, in four tamoxifen treated datasets representing a total of 404 patients.

**Conclusions:**

Both early/transient/proliferation response genes and continuous/late/estrogen-response genes are able to predict prognosis of primary breast tumours in a dynamic manner. Temporal expression of therapy-response genes is clearly an important factor in characterising the response to endocrine therapy in breast tumours which has significant implications for the timing of biopsies in neoadjuvant biomarker studies.

## Introduction

The majority of human breast cancers express estrogen receptor alpha (ERα) and are estrogen responsive [1]. Tamoxifen is still the most widely prescribed anti-estrogen for patients with ER-positive breast cancer and has improved survival in women initially receiving this drug as adjuvant therapy [2]. However, although the majority of women respond to this agent, not all patients benefit and there is a need to identify with greater precision which tumors are sensitive and responding to this therapy. Dynamic changes in specific marker genes in biopsy material at early treatment points could be informative and might indicate whether a tumor is likely to regress or progress.

Although many *in vitro *studies have explored estrogen- and tamoxifen-regulated changes on gene expression [3-7], we are unaware of any xenograft studies that have investigated the temporal regulation of expression changes produced by tamoxifen in an ER-positive model *in vivo*. Previous attempts to characterize the gene expression response to tamoxifen in breast tumors *in vivo *have been limited to single time points [8,9]. A recent time course experiment demonstrated dynamic gene expression changes in response to estradiol (E_2_) in ZR-75-1 cell lines *in vitro *[10]. Xenograft models allow assessment of dynamic changes in tissue gene expression at multiple time points from tissue, which is not feasible in the clinical setting. Furthermore, an *in vivo *model allows the effect of stromal elements and matrix elements to contribute to expression, which cannot be easily reproduced *in vitro*.

A number of studies have investigated whether differences in gene expression in primary tumors (prior to treatment) are associated with or can predict the response to tamoxifen [11-13]. Vendrell and colleagues recently described a candidate molecular signature associated with tamoxifen failure in primary breast cancer by examining gene expression in tumors following tamoxifen treatment [14]. An alternative to measuring gene expression differences in the primary static situation is to compare tumor biopsies matched before and after treatment in so-called neoadjuvant 'window of opportunity studies' [15]; these are likely to generate interesting results in the near future.

We have previously used the ER-positive ZR-75-1 breast cancer xenograft model to demonstrate that tamoxifen causes significant changes in apoptosis, proliferation and angiogenesis within two days of initiating therapy, which both antedated any evidence of growth response and persisted for up to 14 days [3,16]. Here we present the first study to look at the dynamic changes in gene expression using multiple time points following treatment with tamoxifen *in vivo *in order to better understand the temporal response to therapy.

## Materials and methods

### Cell culture

The ZR-75-1, MCF-7 and MDA-MB-231 breast cancer cell lines were obtained from the American Type Culture Collection. Cells were maintained in DMEM (Life Technologies, Paisley, Scotland) containing 10% heat-inactivated FCS, penicillin (100 units/mL), and streptomycin (100 μg/mL). Cells were maintained routinely at 37°C in a humidified atmosphere of 5% carbon dioxide in air. Forty-eight hours before treatment, medium was changed to phenol-red-free DMEM containing 5% double charcoal stripped FCS, glutamine (2 mM), penicillin (100 U/ml) and streptomycin (100 μg/ml). For temporal analysis of gene expression, ZR-75-1, MCF-7 and MDA-MB-231 were incubated with 0.1 nM 17 β-E_2 _and/or tamoxifen (1 μM) (Sigma-Aldrich Chemical Co St. Louis, MO, USA) or in serum-free medium alone for 0, 6 and 24 hours.

### Xenograft experiment

All mouse experiments were performed in accordance with Home Office guidelines. For the xenograft studies, the ZR-75-1 cell line was first implanted into female nu/nu mice. Animals received a subcutaneous slow-release E_2 _pellet (0.72 mg released over 60 days, Innovative Research of America, Sarasota, FL, USA) on the day of tumor implant. The tumor was then maintained subcutaneously in the flanks of recipient animals by passaging 1 mm^3 ^fragments as required, approximately every eight weeks. For microarray experiments, ZR-75-1 fragments were implanted subcutaneously into animals and allowed to grow to a mean size of 0.25 cm^3^. All animals received E_2_. On day 0, animals were randomly allocated to tamoxifen (2.5 mg released over 60 days, Innovative Research of America, Sarasota, FL, USA) or E_2_-only control groups. There were 20 mice, with tumors in each flank, in both the control and treatment groups of this experiment. Tumor volumes were measured using vernier callipers. Bidimensional tumor diameters were recorded and volumes calculated as vol = πDd^2^/6, where D is the larger of the two diameters. Four mice from each group were sacrificed at each time point.

### RNA extraction

Tumor xenografts treated with E_2_-only or E_2 _and tamoxifen were obtained from animals sacrificed on days 0, 1, 2, 4, 7 and 14. These were homogenized in lysis buffer and total RNA was extracted using the Qiagen RNeasy^® ^kit (Qiagen, Valencia, CA, USA), according to the manufacturer's instructions. The concentration and purity of RNA were determined by measuring spectrophotometric absorption at 260 to 280 nm. To verify the integrity of the total RNA, the samples were electrophoresed on a 1% agarose gel in RNA loading buffer. A pool of total RNA from xenografts collected on days 0, 1, 2 and 4, treated with E_2 _only, was used as the reference population for all cDNA microarray hybridisations. This provided an internal standard when compared with each experimental sample.

### Probe preparation, labelling, hybridisation and scanning of microarrays

Total RNA (100 ug), spiked with a bacterial-RNA mixture for control, was used to prepare direct Cy3- and Cy5-labelled first-strand cDNA probes using a single-base anchored oligo dT17 primer (Sigma, St. Louis, MO, USA) and Superscript II reverse transcriptase (Invitrogen, Carlsbad, CA, USA). Unincorporated nucleotides were removed using QIAquick PCR purification kit (QIAGEN, Valencia, CA, USA) and Cy3- and Cy5-labelled probes were coprecipitated with 16 μg human Cot 1 DNA (Invitrogen, Carlsbad, CA, USA) and 8 μg polyA (Sigma, St. Louis, MO, USA). The pellets were resuspended in 8 μl of H_2_O and 40 μl of hybridization buffer (5 × Saline-Sodium Citrate (SSC), 6 × Denhardt's solution, 60 mM Tris HCl pH 7.6, 0.12% sarkosyl, 48% formamide) boiled for five minutes and cooled at room temperature for 10 minutes. The mix was overlaid with a coverslip and hybridized at 47°C for 12 to 24 hours in a humidified atmosphere to Sanger Hver 1.3.1 cDNA microarrays (Sanger, Cambridge, UK) as part of the CRUK/LICR Microarray Consortium, contain 9,930 sequence-validated cDNA clones representing approximately 6,000 unique sequences. Microarrays were washed sequentially with 2 × SSC, 0.1 × SSC/0.1% SDS, and 0.1 × SSC and were air-dried by briefly spinning in a centrifuge to remove excess liquid. Fluorescent images of hybridized microarrays were captured using a ScanArray Express 3.0 scanner and ScanArray software (both from Perkin Elmer Waltham, MA, USA).

### Analysis of microarray data

Comparisons were made between pooled E_2 _only-treated controls and E_2 _plus tamoxifen-treated samples across the following time points - days 1, 2, 4, 7 and 14 - and included reciprocal dye labelling to exclude gene-specific dye bias. Expression ratios (Cy5/Cy3) were calculated following background correction using the R programming language [17] and the BioConductor [18] package limma [19] to account for dye bias. Intensity dependant (Loess) and quantile normalization were also performed. Fold changes were calculated as the relative mean difference between treated and untreated dye-swap replicates. Normalized data and raw gene expression files are publicly available from in NCBI's Gene Expression Omnibus (GEO) [20] and are accessible through GEO Series accession number GSE22386. Clustering was performed using the Cluster and TreeView [21] programs. Kaplan Meier analysis was performed using SPSS version 14 (an IBM Company, Chicago, IL, USA). Estrogen-response elements (EREs) were identified using the Dragon program [22]. Genes with the greatest prognostic power were identified using supervized principle components analysis [23] using version 3.5 of BRB ArrayTools [24] as previously described [12]. The Database for Annotation, Visualization and Integrated Discovery (DAVID) [25] was used to identify KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways and Gene Ontology terms that were significantly over-represented in gene lists above the level expected by chance.

### Validation of targets by quantitative RT-PCR

The expression of putative tamoxifen-regulated genes in the ER-positive cell lines ZR-75-1 and MCF7 and the ER-negative cell line MDA-MB-231 was performed by quantitative RT-PCR. Cells were maintained as outlined above. A specific set of primers was designed for each target [see Additional File 1]. Total RNA was extracted from log-phase cells using TRI reagent (Sigma, Poole, UK) following the manufacturer's instructions and treated with DNAse I (Roche, Indianapolis, IN, USA). RNA was analyzed by real-time RT-PCR using Rotorgene (Corbett Research, San Francisco, CA, USA) and the QuantiTect SYBR Green system (QIAGEN, Valencia, CA, USA) according to the manufacturers' instructions. Thermal cycling conditions were as follows: RT at 50°C for 30 minutes; PCR: polymerase activation 95°C for 15 minutes, followed by 40 cycles of denaturation at 94°C for 15 seconds, annealing at 57°C for 30 seconds and extension at 72°C for 45 seconds. After a final extension at 72°C for 5 minutes, the melt profile was obtained across a 65°C to 99°C ramp, with 5 second ramps of 1°C. All reactions were performed in triplicate for standard curve samples and in quadruplicate for experimental and negative (no template) samples. Analysis and quantification was performed using Rotorgene v6 software. Relative quantification was calculated by extrapolation of the standard curve and calculation of ratio levels compared with β-Actin.

### Immunohistochemistry

All experiments involving human tissues were conducted with the permission of the local medical ethics advisory board. A series of women over the age of 70 years with large operable or locally advanced primary breast cancer without metastatic disease presenting to the Edinburgh Breast Unit between October 1991 and October 1993 have previously been described [26]. All had tumors greater than 2 cm in maximum diameter, confirmed as ER-positive invasive breast cancer. All patients received 20 mg tamoxifen daily for three months. Tumor size was monitored by ultrasound measurements, and clinical response defined as the percentage volume reduction between the initial and final tumor volumes at three months.

Formalin fixed paraffin-embedded blocks from the initial wedge biopsy and at definitive loco-regional surgery three months later were available for 28 of these patients and 3 μm tissue sections were cut. Formalin-fixed paraffin embedded (FFPE) blocks were also available from the original parallel xenograft study, which analyzed proliferation and apoptosis changes after tamoxifen treatment in the ZR-75-1 xenograft [3]. Sections were deparaffinized and rehydrated by standard methods and endogenous peroxidase activity blocked by incubation in 3% H_2_O_2 _for 30 minutes. Sections were immersed in citrate buffer (0.005 M, pH 6.0) and microwaved three times for five minutes and then allowed to stand for 20 minutes. Slides were washed in 0.05 M Tris/NaCl buffer (pH 7.6) and then incubated in 20% FCS for 10 minutes prior to the addition of the primary antibodies at room temperature for 90 minutes in a humidified container. Optimal conditions for antigen retrieval, and primary antibody dilutions were previously determined for each antibody, as follows: trefoil factor (TFF) 3 (1/5, Calbiochem, Nottingham, UK), PDZK1 (1/10, Abnova, Taipei City Taiwan), insulin growth factor receptor binding protein (IGFBP) 4 (17661, US Biological, Swampscott, MA, USA; 1:3 dilution) and IGFBP5 (Ab4255, Abcam Cambridge, MA, USA; 1:300 dilution). After primary antibody incubation, sections were washed in Tris/NaCl buffer for 10 minutes. A Streptavidin-biotin multilink method (StrAviGen Multilink kit; Biogenex, San Ramon, CA, USA) was used for detection. The sections were incubated with secondary multilink antibody (1:20 dilution for 30 minutes) followed by a horseradish-peroxidase-labelled streptavidin complex (1:20 dilution for 30 minutes) at room temperature. Diaminobenzidine tetrachloride was applied for five minutes prior to washing in water for two minutes. Slides were then counterstained in hematoxylin, dehydrated and mounted. Expression was measured using a scoring system consisting of the product of the percentage of positive cells and their intensity of staining (0 to 3) producing a Histoscore ranging from 0 to 300. All tumor cells in the section were counted in the scoring system. Sections were scored by three independent readers and mean values obtained. Where initial scoring produced a value divergent by more than 10%, these sections were rescored until agreement was reached.

## Results

### Dynamic changes in gene expression produced by tamoxifen

The effect of tamoxifen on tumor volume growth and gene expression were studied on days 1, 2, 4, 7 and 14 after initiation of tamoxifen treatment and compared with tumors grown in the absence of tamoxifen. 

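Gene expression was measured in 16 tumors from 12 mice, all grown from ZR-75-1, a human breast cancer cell line that carries the estrogen receptor. Every mouse received 0.72 mg of E2 released over 60 days, and the treated mice also received 2.5 mg of tamoxifen released over 60 days. Day 1 has 4 tumors from 2 mice, day 2 has 2 tumors from 2 mice, days 4 and 7 have 4 tumors from 3 mice each, and day 14 has 2 tumors from 2 mice. RNA of each tumor was hybridized to cDNA arrays in both dye orientations against the pool of E2-only xenografts of days 0, 1, 2 and 4. The spot intensities of the scanner were background-corrected in limma (normexp with an offset of 50), loess-normalized within each array and quantile-normalized between arrays. The ratios of both orientations were averaged, which gave 1 log2 ratio of tamoxifen-treated tumor over control pool per tumor for each of 9912 probes. Of these, 333 carry a gene name through Additional File 1, and the files give no name for the other 9579. A gene counts as measured here if it has a named probe, so list members among the unnamed probes are not seen. A probe was called changed at an adjusted p under 0.05 from limma, with 1 mean per day and the mouse as a random block. Where a gene has several probes, the one with the highest mean intensity stands for it. A positive log2 ratio means higher expression in the tamoxifen-treated tumor than in the control pool. The pool holds no tumors of days 7 and 14, so on these days tamoxifen cannot be told apart from time alone. No array holds a single E2-only tumor, so a difference between days can also contain a change with time. The scanner files do not name the dye of either intensity column, so the sign was taken from the authors' value table and Additional File 1. If the columns follow the channel numbers of the sample labels instead, every sign is reversed, but the paper's protein stains, with TFF3 lower and IGFBP5 higher over time, run in the direction used here. The dye-swap array of day 4 replicate 3 was left out, since its log ratios follow those of the forward array of day 4 replicate 2 (r = 0.980 across probes, which are not independent replicates). The tumors of day 4 are numbered 1 to 4 here, while the sample labels count 5, with the left-out array as replicate 4 and the tumor called replicate 4 here as replicate 5. The control pool is 1 sample shared by all arrays, so the test of a day leaves out the spread between control tumors, which a difference between days does not contain.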

Tumor volumes were expressed relative to the initial tumor volume (Figure 1a). A reduction in tumor volume was clearly evident at day 7 and by day 14 the curves had significantly diverged. The graphs are significantly different at day 14 and are diverging by day 7 (*P *< 0.05; Student's t-test).

**Figure 1:**
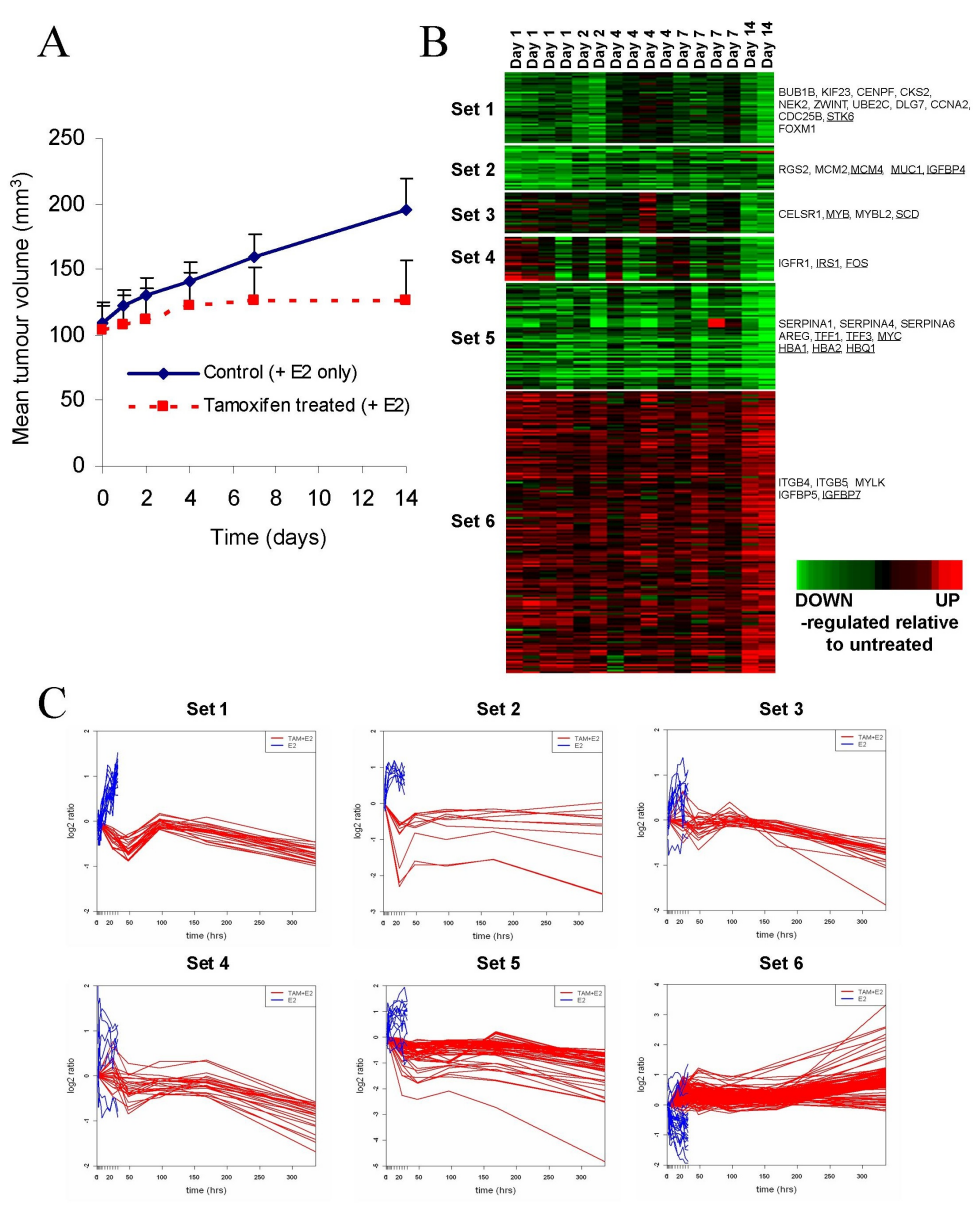
**Changes in gene expression over time in tamoxifen-treated xenografts**. **(a) **Comparison of the change in tumor volume over time in tamoxifen-treated and untreated (estrogen-supplemented) xenograft tumors. Values are the mean of four xenografts and error bars represent the standard error. **(b) **Heatmap illustrating genes with significantly increased (red) or decreased (green) expression in response to tamoxifen in the xenografts relative to no treatment. Underlined genes are those predicted to have estrogen-response elements (EREs) in their promoter regions. **(c) **Change in mean expression level (log2 fold change) of genes over time in xenografts treated with 17β-estradiol and tamoxifen (red). The changes shown in blue are those reported by Mutarelli and colleagues for 17β-estradiol alone [10].

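With tamoxifen, 12 probes were lower and 2 were higher than the control pool on every one of the 5 days. All days share that pool, so such agreement can arise without any change, and the count expected without change was not simulated. Using the left-out array as labelled called 0 probes at day 4, and the authors' value table called 0 at day 7. With only the arrays of that day, 0 were called at day 2. In each of these settings no probe was called on every day. Among the 12 lower probes, B4GALT1, a galactosyltransferase of the Golgi, had a log2 ratio of -0.91 ± 0.14 (SD, n = 4 tumors) at day 1 and -0.54 ± 0.06 (SD, n = 2) at day 14. ELOVL5, an elongase of polyunsaturated fatty acids, fell by 0.53 on the log2 scale at day 1 (SD 0.04, n = 4) and by 0.62 at day 14 (SD 0.23, n = 2). MYBL1, a transcription factor of the MYB family, stood at -0.78 ± 0.20 (SD, n = 4) at day 1 and -0.71 ± 0.30 (SD, n = 2) at day 14. The 2 probes that were higher on every day belong to CLU, which encodes the secreted chaperone clusterin, and UNG2. CLU had a log2 ratio of 0.33 ± 0.07 (SD, n = 4) at day 1, 0.65 ± 0.16 (SD, n = 4) at day 4 and 0.97 ± 0.24 (SD, n = 2) at day 14. Without day 2 replicate 1, 6 probes were called at day 2, all of them lower, so that at most 6 of the 12 lower probes and neither CLU nor UNG2 were then called on every day, and of 34 other settings 8 lost the CLU call of day 1, 6 that of day 2 and 12 the UNG2 call of day 7. B4GALT1, ELOVL5 and MYBL1 were chosen for mention after their values were seen, and at day 14 only 1 of the 3 B4GALT1 probes was called. At least 1 day was called for 1123 of the 9912 probes, and for 299 of the 333 probes of Additional File 1. A mean change of at least 1.5-fold with an unadjusted p of at most 0.05 on any day was reached by 728 probes, among them 319 of the 333. With an adjusted p of at most 0.05 in its place, 514 probes passed, among them 290 of the 333. Without background correction the count of 728 became 312, with the fold required in every tumor of the day it became 374, and without day 2 replicate 2 it became 1487.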

Across the five time points, 333 probes representing 253 genes showed evidence of at least a 1.5-fold change in level of expression (using a *P *≤ 0.05) [full list in the Additional File 1]. There was good agreement between the expression levels of xenograft replicates at most time points and the pattern of expression of these genes over the five time points was most consistently separated into six sets using hierarchical clustering (Figure 1b). These six sets of differentially expressed genes can be divided into three general groups: early/transient response (sets 1 and 2), variable response (sets 3 and 4) and continuous/late response (sets 5 and 6), relative to untreated samples. 

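IGFBP4 and SERPINA6, chosen as examples, were closer together in the 4 tumors of day 1 than in those of day 7. IGFBP4, a secreted protein that binds insulin-like growth factors, had log2 ratios from -2.33 to -2.10 in the tumors of day 1 and from -3.28 to -0.36 in those of day 7. SERPINA6, which encodes corticosteroid-binding globulin, ranged from -1.70 to -1.37 at day 1 and from -3.18 to -0.70 at day 7. Over the 333 probes, the log2 ratios of tumors of the same day in different mice correlated with a mean r of 0.650 (16 pairs), a value taken across probes, which are not independent replicates. By day, this mean was 0.725 at day 1, 0.757 at day 2, 0.528 at day 4, 0.637 at day 7 and 0.920 at day 14, where days 2 and 14 hold 1 pair each. Tumors of different days correlated with a mean r of 0.642 (100 pairs), and all of them share the control pool. Tumors of the same mouse gave a mean r of 0.770 (4 pairs). Of the 16 tumors, 8 correlated best with another tumor of their own day. Across all 9912 probes the mean r was 0.262 within a day and 0.244 between days, and the 2 dye orientations of a tumor correlated with a mean r of 0.0553, against 0.673 on the 333 probes. The 333 probes were chosen on these arrays, so their r is not independent evidence of agreement.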

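Sets 1 and 2, which hold genes of mitosis and of DNA replication, were below the control pool from day 1, and sets 5 and 6 lay furthest from it at day 14. The 40 probes of set 1 had a median log2 ratio of -0.41 at day 1, -0.69 at day 2, -0.17 at day 4, -0.27 at day 7 and -0.68 at day 14. Of them, 25 fell at day 1, 20 at day 2, 2 at day 7 and 33 at day 14. Set 2, with 25 probes, had medians of -0.73, -0.64, -0.46, -0.45 and -0.51 on the same days, and 25, 8, 14, 10 and 12 of its probes fell. The 60 probes of set 5 had medians of -0.45, -0.60, -0.43, -0.39 and -0.99, with 24, 11, 18, 22 and 49 lower. Set 6 is the largest, with 159 probes, and had medians of 0.36, 0.32, 0.29, 0.28 and 0.75, with 62, 7, 14, 15 and 116 higher. Against all other probes, camera with a preset correlation of 0.01 called sets 1, 2, 5 and 6 on each of the 5 days (adjusted over 48 tests). It also called set 3 at days 2, 7 and 14 and set 4 at days 2, 4, 7 and 14. With an estimated correlation, sets 3 and 4 were called at day 14 alone. The calls of sets 1, 2, 5 and 6 hold with it except that of set 1 at day 4, where the adjusted p was 0.227. In the authors' value table without 1 doubtful column, the set 1 call of day 7 ends as well (adjusted p = 0.0680 with an estimated correlation). The study chose the sets on these same arrays, so their counts are not independent evidence of direction. Without day 2 replicate 2 the call of set 6 at day 2 ends (adjusted p = 0.0690 with an estimated correlation).

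**Figure D1:**
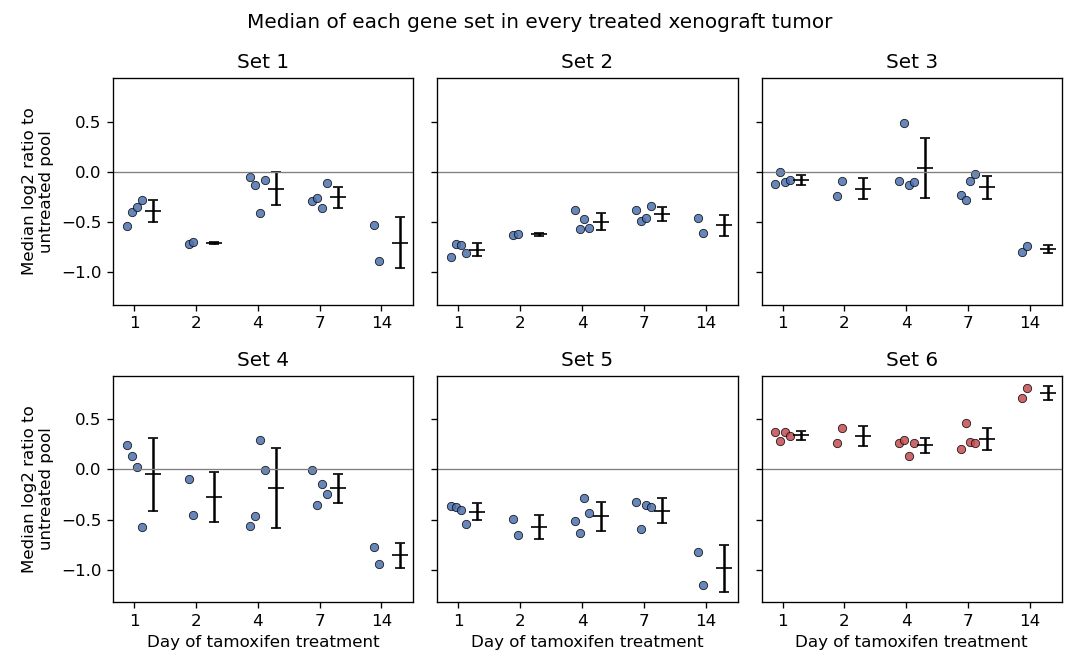
Median log2 ratio to the control pool (vertical axis) of the probes of each of the 6 sets by day of tamoxifen treatment (horizontal axis). Each point is 1 tumor, the bars beside the points give the mean and SD of the tumors of a day, and the points of set 3 at day 14 lie at -0.79 and -0.74.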

The early/transient-response genes were repressed relative to untreated samples, the variable-response genes were initially induced and then repressed and the continuous/late-response genes were both repressed (set 5) and induced (set 6). 

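MUC1, a membrane mucin of luminal epithelium that is placed in set 2, changed its direction over the 2 weeks. It had a log2 ratio of -0.69 ± 0.32 (SD, n = 4 tumors, adjusted p = 0.0116) at day 1 and 1.02 ± 0.06 (SD, n = 2, adjusted p = 0.00632) at day 14, and it rose by 1.46 from day 7 to day 14 (adjusted p = 0.0332). The 40 probes of set 1, which the study grouped by their time course on these arrays, were higher as a set at day 4 than at day 2 (camera, adjusted p = 2.74e-05 with an estimated correlation) and lower at day 14 than at day 7 (adjusted p = 0.000770), which is not independent evidence of that course. For set 2, the adjusted p with an estimated correlation was 0.180 from day 2 to day 4 and 0.760 from day 7 to day 14. No set was called from day 4 to day 7 with an estimated correlation, where the smallest adjusted p was 0.154, for set 3. For single probes, limma called 0 of 9912 from day 1 to day 2, 0 from day 2 to day 4 and 0 from day 4 to day 7, with 743, 674 and 519 at an unadjusted p under 0.05. From day 7 to day 14, 8 probes were higher at day 14, with 753 at an unadjusted p under 0.05. The MUC1 call of day 14 was lost without either of the 2 tumors of that day. That of day 1 was lost in 3 of 34 other settings.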

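NEK2, AURKA and BUB1B, genes of chromosome segregation and of entry into mitosis, were lower than in the control pool at days 1, 2 and 14. NEK2, a kinase of centrosome separation, had a log2 ratio of -0.37 ± 0.12 (SD, n = 4 tumors) at day 1, -1.10 ± 0.07 (SD, n = 2, adjusted p = 4.46e-05) at day 2 and -0.76 ± 0.10 (SD, n = 2) at day 14. DLG7, a protein of the mitotic spindle, fell by 1.03 on the log2 scale at day 2 (SD 0.27, n = 2, adjusted p = 0.00113), and CCNA2, the cyclin of S phase and G2, fell by 0.90 (SD 0.03, n = 2, adjusted p = 0.00474). AURKA, a kinase of spindle assembly, was at -0.42 ± 0.15 (SD, n = 4) at day 1, -0.71 ± 0.01 (SD, n = 2) at day 2 and -0.54 ± 0.09 (SD, n = 2) at day 14. BUB1B of the spindle checkpoint stood at -0.50 ± 0.15 (SD, n = 4), -0.87 ± 0.06 (SD, n = 2) and -0.79 ± 0.39 (SD, n = 2) on these 3 days, all called. PRC1, which bundles microtubules of the central spindle, was at -0.46 at day 2 without passing the test, where its second probe did pass at -0.89, and fell by 0.97 at day 14 (SD 0.02, n = 2, adjusted p = 0.000262). CENPF, a kinetochore protein, passed on no day, with values from -0.69 at day 2 to 0.03 at day 7. Of 57 symbols listed for mitosis, 17 carry a named probe, of which 9 fell at day 1, 11 at day 2, 2 at day 7 and 15 at day 14. Adjusted over the list alone, 14, 17, 8 and 17 fell, and 1 at day 4. Against the other named genes, camera with the preset correlation called the list at days 1, 2, 7 and 14 (adjusted p = 0.00156, 8.13e-10, 0.0106 and 0.000654), and with an estimated correlation the adjusted p was 0.361, 0.0504, 0.513 and 0.317. Most of these genes are in the study's list because of these arrays, so the list is not independent evidence of direction. The calls of AURKA, CCNA2, DLG7 and BUB1B at day 2 were lost with only the arrays of that day in the fit and without day 2 replicate 1. The day 1 calls of NEK2, AURKA and BUB1B were lost in 3, 1 and 3 of 34 other settings, and those of day 14 in 1, 2 and 1. Of the 34 settings, 16 leave out 1 tumor, mostly one of another day, so such counts are not rates.

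**Figure D2:**
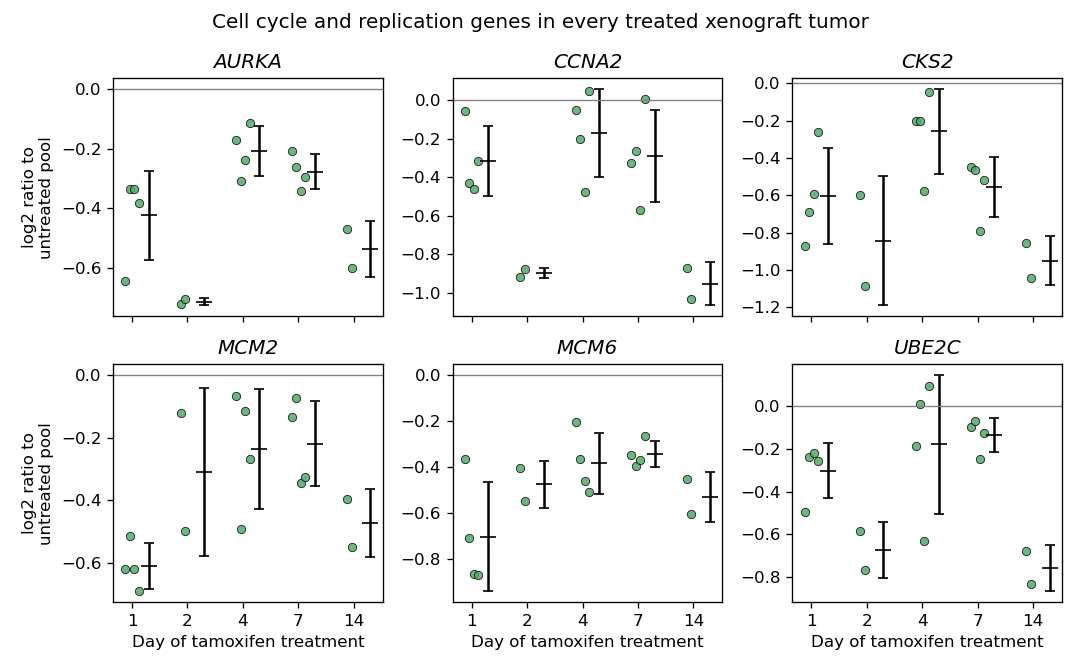
Log2 ratio to the control pool (vertical axis) of AURKA, CCNA2, CKS2, MCM2, MCM6 and UBE2C by day of tamoxifen treatment (horizontal axis), 1 point per tumor, with the mean and SD of a day as bars beside the points. Both CCNA2 values of day 2 lie near the mean of -0.90, with an SD of 0.03.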

A large percentage of the genes in set 1 were very strongly associated with cell cycle regulation, among them AURKA, BUB1B, CCNA2, CDC25B, CDKN3, CENPF, CDC28, CKS2, DLG7, MKI67, NEK2, PRC1, STMN1, TACC3, UBE2C and ZWINT. BUB1, CKS2, PRC1, UBE2C and ZWINT have previously been shown to be estrogen-regulated in model systems [27]. Set 2 genes included mini-chromosome maintenance (MCM) 2 and MCM6, components of the replication fork [28], which may account for a primary response soon after treatment reducing DNA replication and regulation. 

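MCM6 and MCM2, subunits of the helicase that opens DNA at the fork, were lowest at day 1 in the mean. MCM6 (chromosome 2 of GRCh38, 135839626 to 135876443) had a log2 ratio of -0.70 ± 0.24 (SD, n = 4 tumors, adjusted p = 0.000273) at day 1 and -0.53 ± 0.11 (SD, n = 2, adjusted p = 0.0148) at day 14. At day 4 it was at -0.39 ± 0.13 (SD, n = 4, adjusted p = 0.0493), a call lost in 21 of 34 other settings. MCM2 (chromosome 3, 127598411 to 127622436) was at -0.61 ± 0.07 (SD, n = 4, adjusted p = 0.000916) at day 1. CTPS, which makes CTP, fell by 0.66 at day 1 (SD 0.15, n = 4, adjusted p = 0.000512), and RRM2, a subunit of ribonucleotide reductase, fell by 0.52 (SD 0.11, n = 4, adjusted p = 0.000630). RRM2 was at 0.13 ± 0.08 (SD, n = 4) at day 4, which did not pass, and fell by 0.81 at day 14 (SD 0.09, n = 2, adjusted p = 0.000165). Of 56 symbols listed for DNA replication, 8 carry a named probe, and 7 of them fell at day 1 and 6 at day 14 (8 and 8 adjusted over the list alone). Camera with the preset correlation called the list lower at day 1 (adjusted p = 0.000233) and day 14 (adjusted p = 0.0461), with an adjusted p of 0.00420 at day 1 and 0.194 at day 14 with an estimated correlation. The day 14 call with the preset correlation was lost in 17 of 34 other settings, that of day 1 in 0. Most of the named probes were selected by the study on these arrays, so these counts are not independent evidence of direction. With 1 mean per mouse, the MCM2 call of day 1 was lost. The paper offers the place of MCM2 and MCM6 at the replication fork as a possible account of an early response that lowers DNA replication, which these arrays do not test.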

Another member of set 2 was IGFBP4, which has been widely detected in breast tumors and cell lines, and previously correlated with ER expression [29].

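IGFBP4 (chromosome 17 of GRCh38, 40443450 to 40457725) was among the genes that fell most on days 1, 4, 7 and 14. Its log2 ratio was -2.24 ± 0.11 (SD, n = 4 tumors, adjusted p = 0.00124) at day 1, a 4.71-fold change, and -2.48 ± 1.04 (SD, n = 2, adjusted p = 0.00414) at day 14. At day 2 it was -1.75 ± 0.03 (SD, n = 2), which did not pass (adjusted p = 0.0957). A second IGFBP4 probe gave -2.31 ± 0.14 (SD, n = 4) at day 1. PDZK1 of the same set, a scaffold protein of membrane transporters, fell by 1.83 at day 1 (SD 0.38, n = 4, adjusted p = 0.000297) and by 1.51 at day 14 (SD 1.19, n = 2, adjusted p = 0.00910). RGS2, a regulator of G protein signalling, fell by 0.73 at day 1 (SD 0.13, n = 4, adjusted p = 0.0210). The IGFBP4 call of day 1 was lost with 1 mean per mouse, and that of day 14 without day 14 replicate 2, and 6 and 12 of 34 other settings lost its calls of days 4 and 7. Without day 7 replicate 2 its day 7 value was -1.06. PDZK1 at day 14 was at -2.35 without day 14 replicate 1 and at -0.67, no longer called, without day 14 replicate 2. The RGS2 call of day 1 was lost in 6 settings, among them each that left out 1 tumor of that day.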

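SCD, the desaturase that makes monounsaturated fatty acids, shows the spread between replicates in set 3. Its log2 ratios in the 4 tumors of day 4 ran from -0.59 to 2.99, and it fell by 2.04 at day 14 (SD 0.62, n = 2, adjusted p = 0.0314). With it, all 5 measured genes of 36 listed for cholesterol and fatty acid synthesis fell at day 14 (5 adjusted over the list alone), while camera with the preset correlation gave an adjusted p of 0.0919. These 5 carry names because the study picked them as changed on these arrays, so their count is not independent evidence of direction. The SCD call of day 14 was lost in 4 of 34 other settings. ADM of set 4, a vasodilator peptide induced by hypoxia, had a mean of 0.11 at day 1 with an SD of 1.41 (n = 4) and passed on no day. The 24 probes of set 3 had a median log2 ratio of -0.08 at day 1, -0.14 at day 2, 0.02 at day 4, -0.19 at day 7 and -0.74 at day 14. The 25 probes of set 4 had medians of 0.02, -0.32, -0.21, -0.20 and -0.86. At day 14, 20 probes of set 3 and 19 of set 4 fell. At day 1, 1 probe of each set rose, those of BTG2 and of the glycolytic enzyme GPI, and 7 of 24 and 13 of 25 means were above 0. ADM and GPI were chosen for mention after their values were seen. Set 4 medians of the 4 tumors ranged from -0.58 to 0.24 at day 1 and from -0.57 to 0.29 at day 4. With an estimated correlation, camera gave an adjusted p of 0.866 for set 3 and 0.944 for set 4 at day 1, and of 0.000364 and 0.0135 at day 14. The sets were formed on these arrays, so the day 14 calls are not independent evidence of direction. At day 4, the median of set 3 in day 4 replicate 2 was 0.49, against -0.13 to -0.09 in the other tumors.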

Most of the variable-response genes in sets 3 and 4 responded rapidly to tamoxifen treatment, although they were both up- and down-regulated with some variation between replicates. 

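MYBL2 and CELSR1 of set 3 and IRS1 and IGF1R of set 4 were lower at day 14. MYBL2, a transcription factor of cell cycle genes, fell by 1.16 at day 14 (SD 0.51, n = 2 tumors, adjusted p = 0.00376), and CELSR1, a cadherin of planar polarity, fell by 0.73 (SD 0.32, n = 2, adjusted p = 0.0406). IRS1, the docking protein of the insulin receptor, fell by 0.65 (SD 0.17, n = 2, adjusted p = 0.0126) and the receptor IGF1R by 0.72 (SD 0.31, n = 2, adjusted p = 0.0195). MKI67, a marker of proliferation whose brightest probe lies in set 3, was at -0.46 ± 0.34 (SD, n = 2, adjusted p = 0.162) at day 14, while its other probe, of set 1, fell by 0.74 (SD 0.23, n = 2, adjusted p = 0.0183). Early on, BTG2, an antiproliferative gene, rose by 0.59 at day 1 (SD 0.21, n = 4, adjusted p = 0.0409), and its value at day 14 was -0.53 ± 0.48 (SD, n = 2, adjusted p = 0.212). MYBL2 was also called lower at day 2, with a log2 ratio of -0.99, a call lost in 18 of 34 other settings. Its day 2 value ranged from -1.52 to -0.45 over these settings. MYB, which the study's table places in set 5, did not pass on any day, with a log2 ratio of -0.57 ± 0.26 (SD, n = 2, adjusted p = 0.0823) at day 14. Of 25 symbols listed for insulin and IGF signalling, 5 carry a named probe, of which 3 fell and 1 rose at day 14 (3 and 2 adjusted over the list alone), and camera with the preset correlation gave an adjusted p of 0.837. Of the 4 measured immediate early genes, EGR3, BTG2 and IER3 were called at day 1, with EGR3 falling by 0.63 (SD 0.38, n = 4) (1 lower and 2 higher adjusted over the list alone), and the adjusted p of the list was 0.629. FOS, part of the AP-1 factor, fell by 1.12 at day 14 (SD 0.43, n = 2, adjusted p = 0.0448). The study picked the named genes of these lists on these arrays, so the counts are not independent evidence of direction. The apoptosis list has 1 named member, BIK, a promoter of cell death placed in set 6, which rose by 0.56 at day 7 (SD 0.25, n = 4, adjusted p = 0.0338) and by 0.86 at day 14 (SD 0.27, n = 2). Of 34 other settings, 10 lost the BTG2 call of day 1, 5 the EGR3 call of day 1, 10 the CELSR1 call of day 14, 17 the FOS call of day 14 and 12 the BIK call of day 7, and IRS1 and IGF1R lost theirs without either tumor of day 14.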

The genes in set 3 were predominantly involved in cell proliferation, adhesion, and apoptosis including BTG2, MYB, MYBL2 and CELSR1, whereas genes in set 4, such as IRS and IGFR1 are involved in insulin receptor signalling. Set 5 and set 6 represent genes with the greatest down- and up-regulation at day 14, respectively (Figure 1b). 

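The 5 largest falls at day 14 were ranked among named genes called in the same direction in every tumor. They included ALB, the gene of serum albumin, and GFRA1, a coreceptor for the growth factor GDNF that is induced by estrogen. The others were SERPINA6, with a log2 ratio of -2.56, IGFBP4 and TFF1, which are genes of secreted proteins. ALB was lower by 31.9-fold (log2 ratios of -5.38 and -4.62 in the 2 tumors, adjusted p = 0.000978), and GFRA1 had a log2 ratio of -2.52 ± 0.27 (SD, n = 2, adjusted p = 7.03e-05). Among the genes that rose, SERHL reached 2.04 ± 0.30 (SD, n = 2, adjusted p = 0.00157), and ABCC5, an efflux transporter, reached 1.36 (standard error 0.21, adjusted p = 0.000722). The day with the largest mean change was day 14 for 49 of the 60 probes of set 5 and for 128 of the 159 of set 6, and also for 23 of 40 in set 1, 7 of 25 in set 2, 22 of 24 in set 3 and 23 of 25 in set 4. From day 7 to day 14, set 5 fell and set 6 rose (camera, adjusted p = 0.000184 and 8.91e-08 with an estimated correlation). Sets 3 and 4 fell as well between these days (adjusted p = 0.000875 and 0.0162 with an estimated correlation). The sets were formed on these arrays, so a test of their direction is not independent evidence. Day 14 rests on 2 tumors, and without day 14 replicate 2 the ALB call was lost.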

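Both trefoil factors, small secreted peptides of mucosal epithelia whose genes estrogen induces, fell on all 5 days. TFF1 (chromosome 21 of GRCh38, 42362282 to 42366535) had a log2 ratio of -1.28 ± 0.22 (SD, n = 4 tumors, adjusted p = 0.00146) at day 1, -1.13 ± 0.36 (SD, n = 4, adjusted p = 0.0156) at day 7 and -2.11 ± 0.96 (SD, n = 2, adjusted p = 0.000213) at day 14. TFF3 was at -0.77 ± 0.08 (SD, n = 4) at day 1, -1.31 ± 0.40 (SD, n = 2) at day 2, -1.10 ± 0.28 (SD, n = 4) at day 4, -1.14 ± 0.54 (SD, n = 4) at day 7 and -1.94 ± 0.04 (SD, n = 2, adjusted p = 4.58e-05) at day 14. EGR3, an immediate early factor induced by estrogen, fell by 1.81 at day 14 (SD 0.23, n = 2, adjusted p = 9.20e-05), and OLFM1, an olfactomedin, fell by 1.33 (SD 0.38, n = 2, adjusted p = 7.47e-05), with 4 of its 5 probes called. AREG, a ligand of the EGF receptor, fell by 1.09 at day 14 (SD 0.14, n = 2, adjusted p = 0.00525), a call lost in 4 of 34 other settings. The paper's table holds no probe named MYC, so no value is given for it. Of 41 symbols listed as estrogen-induced, 20 carry a named probe, and 12, 6, 10, 10 and 17 of them fell on days 1, 2, 4, 7 and 14 (15, 10, 16, 16 and 18 adjusted over the list alone). Their median log2 ratio was -0.66 at day 1 and -1.09 at day 14. The preset correlation called the list lower on each day, while with an estimated correlation the adjusted p was 0.211, 0.442, 0.194, 0.210 and 0.317. The named genes come from the study's own selection on these arrays, so the counts are not independent evidence of direction. The TFF1 call was lost at day 1 with 1 mean per mouse and at day 14 without day 14 replicate 2. Of 34 other settings, 1, 5, 3, 6 and 1 lost the TFF1 call of days 1, 2, 4, 7 and 14, and 2, 3, 1, 3 and 0 that of TFF3.

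**Figure D3:**
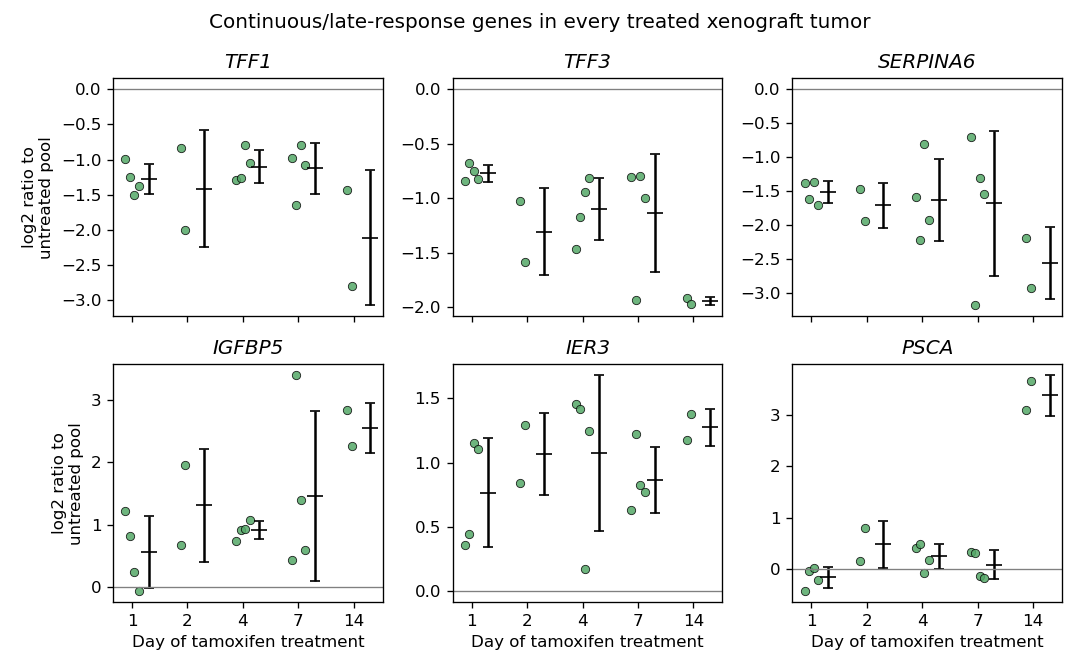
Log2 ratio to the control pool (vertical axis) of TFF1, TFF3, SERPINA6, IGFBP5, IER3 and PSCA by day of tamoxifen treatment (horizontal axis), 1 point per tumor, with the mean and SD of a day as bars beside the points. The TFF3 values of day 14 lie at -1.97 and -1.91.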

Set 5 contained many classical ER-response genes including TFF1, TFF3 and MYC. 

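SERPINA6 encodes the globulin that carries corticosteroids in blood, SERPINA1 encodes alpha-1 antitrypsin and SERPINA4 encodes kallistatin, and all 3 genes lie on chromosome 14 of GRCh38. SERPINA6 (94304248 to 94323336) was lower on all 5 days, with a log2 ratio of -1.52 ± 0.16 (SD, n = 4 tumors, adjusted p = 0.00498) at day 1 and -2.56 ± 0.53 (SD, n = 2, adjusted p = 0.000720) at day 14. SERPINA1 fell by 1.17 at day 4 (SD 0.57, n = 4, adjusted p = 0.0261), by 1.34 at day 7 (SD 0.89, n = 4, adjusted p = 0.0158) and by 1.66 at day 14 (SD 0.20, n = 2, adjusted p = 0.00598). SERPINA4 passed at day 14 alone among the days tested, at -1.40 ± 0.20 (SD, n = 2, adjusted p = 0.00414), with -1.04 ± 0.53 (SD, n = 2, adjusted p = 0.0845) at day 2. With ALB they make up the 4 measured members of 33 symbols listed for liver-type secreted proteins, of which 2, 1, 2, 3 and 4 fell on days 1, 2, 4, 7 and 14, and 4 on each day adjusted over the list alone. The preset correlation called this list at day 4 (adjusted p = 0.0103) and day 7 (adjusted p = 0.00458), and with an estimated correlation the adjusted p was 0.256 and 0.210. All 4 were picked by the study on these arrays. At day 2 the SERPINA6 call was lost in 21 of 34 other settings, and its second probe did not pass (adjusted p = 0.0849). The SERPINA6 calls of days 1, 4 and 7 were lost in 1, 3 and 4 of these settings. Of these settings, 7 and 6 lost the SERPINA1 calls of days 4 and 7. Without either tumor of day 14 the day 14 calls of SERPINA1 and SERPINA4 were lost, and without day 14 replicate 2 that of SERPINA6.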

Serpins A1, A4 and A6 were also strongly down-regulated. These genes play a key role in the control of tissue homeostasis and have previously been shown to be up-regulated in response to E_2 _in normal human breast tissue [30]. The cluster of up-regulated genes in set 6 was the largest cluster representing a wide variety of signalling pathways and processes. 

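Among the 5 largest rises of day 14 in this cluster were PSCA, FOXJ1 and PIP, genes of secretory and ciliated epithelium, beside IGFBP5 and SERHL. PSCA, a surface protein of secretory epithelia, had a log2 ratio of 3.39 ± 0.40 (SD, n = 2 tumors, adjusted p = 9.29e-09), a 10.5-fold change, with 0.08 ± 0.28 (SD, n = 4, adjusted p = 0.879) at day 7. FOXJ1, the transcription factor of motile cilia, was at 2.37 ± 0.84 (SD, n = 2, adjusted p = 4.43e-05), PIP, a secreted protein of apocrine glands, at 2.11 ± 0.45 (SD, n = 2, adjusted p = 3.97e-05) and CAPS, a calcium-binding protein, at 1.58 ± 0.40 (SD, n = 2, adjusted p = 5.49e-06). WFDC2, another secreted epithelial protein, lies in set 4, was added after its value was seen and fell by 0.78 (SD 0.07, n = 2, adjusted p = 0.00476). These 5 are the measured members of 28 symbols listed for motile cilia and secretion, of which 4 rose and 1 fell at day 14, also when adjusted over the list alone. Camera called this list higher at day 14 with the preset correlation (adjusted p = 0.000693) and with an estimated correlation (adjusted p = 0.0172). Of 22 symbols listed as repressed by estrogen, PSCA among them, 12 carry a named probe, and 6, 1, 3, 3 and 10 of them rose on days 1, 2, 4, 7 and 14 (9, 6, 9, 8 and 11 adjusted over the list alone). These counts include IER3, called on days 1, 4, 7 and 14, which the paper found to be raised by estrogen in cultured cells. Its rises therefore do not speak for a loss of estrogen repression. NDRG1 of this list was at -0.74 ± 0.33 (SD, n = 2, adjusted p = 0.327) at day 14. TXNIP, an inhibitor of thioredoxin, rose by 1.00 at day 14 (SD 0.20, n = 2, adjusted p = 0.00123), and ERBB2, the HER2 receptor, by 0.81 at day 1 (SD 0.18, n = 4, adjusted p = 0.00163). Camera with the preset correlation called this list on each day, and with an estimated correlation the adjusted p was 0.317, 0.194, 0.147, 0.156 and 0.156. CLDN4, a claudin of tight junctions, rose by 0.88 at day 1 (SD 0.30, n = 4, adjusted p = 0.000630), 1 of 3 measured luminal genes beside TFF3 and MUC1, which fell (1 higher and 2 lower adjusted over the list alone). The study selected these genes on the same arrays, so the lists are not independent evidence of direction.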

EREs were found in the promoter regions of a similar proportion (34 to 42%) of all six clusters of genes [genes shown in bold in the Additional File 1]. Studies by Carroll and colleagues have shown that ERs only sometimes regulate genes using EREs from proximal promoter regions and generally use distal enhancers and other binding sequences, such as Forkhead binding sites [31]. The observation of 34 to 42% of genes containing EREs in their promoter regions is consistent with these studies.

### Tamoxifen response compared with the response to estradiol over time

Many of the genes identified as changing in response to tamoxifen have also been identified in previous single time-point experiments, either in the opposite direction in response to 17β-E_2 _or in the same direction with tamoxifen in both *in vivo *and *in vitro *studies [8,30]. In order to establish whether the dynamic changes observed in this study reflected the reverse of the response to E_2 _over time, we compared our results with those from an *in vitro *time-course experiment, which also utilized the ZR-75-1 cell line [10]. Although that study had 12 time-points, with the final one being at 32 hours following addition of E_2_, the vast majority of genes showed the expected reciprocal changes in expression to those seen in the six clusters for the initial time points following treatment with tamoxifen in the present study (Figure 1c).

### Gene expression changes *in vitro*

To obtain further confirmation that the expression changes observed in response to tamoxifen were valid, 15 genes were selected for in vitro validation. These were analyzed in ZR-75-1 cells treated with either 0.1 nM E_2 _or 1 μM tamoxifen or both agents together to assess whether the genes were not only tamoxifen-regulated but also estrogen-regulated and whether tamoxifen was antagonising the estrogen-modulation or working via some other mechanism. A second ERα-responsive cell line, the MCF-7 line, was also used to assess whether the expression changes could be observed in an independent genotype. The ERα-negative cell line, the MDA-MB-231 line, was used to assess the specificity of these changes to involvement of ERα. Expression changes were measured at both 6 and 24 hours [Additional File 2]. The gene expression changes that were observed *in vivo *were also observed in these *in vitro *experiments and the changes seen in ZR-75-1 cells were mirrored in MCF-7 cells (Figure 2). Rather than reversing the expression change produced by E_2_, IER3 produced a greater change in the same direction. In contrast, there were no significant changes for any of these genes in the MDA-MB-231 cell line (Figure 2).

**Figure 2:**
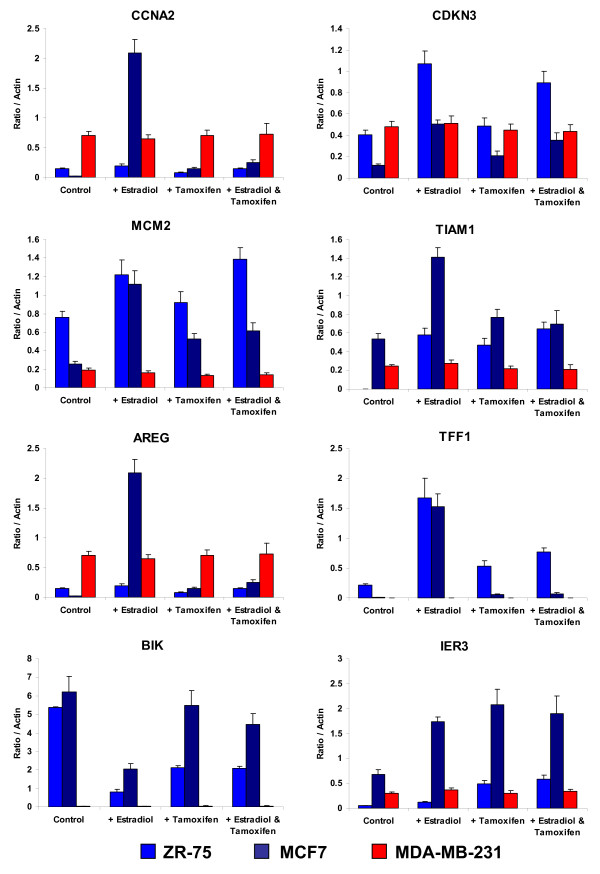
***In vitro *gene expression in two ER+ and one ER- cell line at 24 hours following treatment with tamoxifen**. Quantitative RT-PCR results for ZR75 (royal blue), MCF7 (dark blue) and MDA-MB-231 (red) with no treatment (control), addition of estradiol, tamoxifen or estradiol plus tamoxifen (changes at 6 hours and further genes shown in Additional File 2). ER, estrogen receptor.

### Dynamic changes in protein expression within the ZR-75-1 xenograft model

Four candidate genes were selected to evaluate whether expression changes at the protein level over time within this xenograft model were consistent with those seen at the gene expression level (Figure 3a). MCM2 and CKS2 were chosen as examples of early/transiently changing cell cycle-associated genes (sets 1 and 2). 

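On the arrays, the transcripts of MCM2, a helicase subunit, and CKS2, a binding partner of cyclin-dependent kinases, were both lower at day 1 and again at day 14. CKS2 (chromosome 9 of GRCh38, 89311195 to 89316703) had a log2 ratio of -0.60 ± 0.26 (SD, n = 4 tumors, adjusted p = 0.00506) at day 1, -0.84 ± 0.35 (SD, n = 2, adjusted p = 0.0130) at day 2, -0.26 ± 0.23 (SD, n = 4, adjusted p = 0.262) at day 4, -0.55 ± 0.16 (SD, n = 4, adjusted p = 0.0299) at day 7 and -0.95 ± 0.13 (SD, n = 2, adjusted p = 0.00136) at day 14. MCM2 was at -0.31 ± 0.27 (SD, n = 2, adjusted p = 0.276) at day 2, -0.23 ± 0.19 (SD, n = 4, adjusted p = 0.206) at day 4 and -0.22 ± 0.14 (SD, n = 4, adjusted p = 0.350) at day 7, and it fell by 0.47 at day 14 (SD 0.11, n = 2, adjusted p = 0.0310). From day 2 to day 4 the CKS2 ratio differed by 0.59 (adjusted p = 0.578), and from day 7 to day 14 the MCM2 ratio differed by -0.25 (adjusted p = 0.754), so neither difference between days passed. A second CKS2 probe passed on no day, with -0.60 ± 0.41 (SD, n = 4, adjusted p = 0.0508) at day 1. The CKS2 calls of days 1, 2, 7 and 14 were lost in 2, 3, 12 and 1 of 34 other settings. The MCM2 calls of days 1 and 14 were lost in 1 and 5.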

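Between days 7 and 14, the transcripts of IGFBP5, a secreted protein that binds insulin-like growth factors, and of TFF3 moved in opposite directions in the mean. IGFBP5 (chromosome 2 of GRCh38, 216672105 to 216695549) differed by 1.09 on the log2 scale (adjusted p = 0.712) and TFF3 (chromosome 21, 42311667 to 42315409) by -0.81 (adjusted p = 0.363), and neither difference passed. Against the control pool at day 14, IGFBP5 was 5.86-fold from it in the mean and TFF3 3.84-fold, on 2 tumors. TFF3 fell in 4 of 4 tumors at day 7 (adjusted p = 0.00128), while IGFBP5 was above the pool in 4 of 4 tumors, from 0.43 to 3.40, without passing. The IGFBP5 call of day 14 was lost without either of the 2 tumors of that day.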

IGFBP5 and TFF3 were selected as examples of late/continuously up- and down-regulated genes, respectively (sets 5 and 6). Sections of the xenografts were assessed by semi-quantitative immunohistochemistry and histoscores related to the initial values. The protein expression of MCM2 and CKS2 had a similar profile to that seen at the gene expression level, although protein expression was higher at day 21 than at 0 and 14 days with gene expression. TFF3 expression decreased with time whereas IGFBP5 expression increased (Figure 3a).

**Figure 3:**
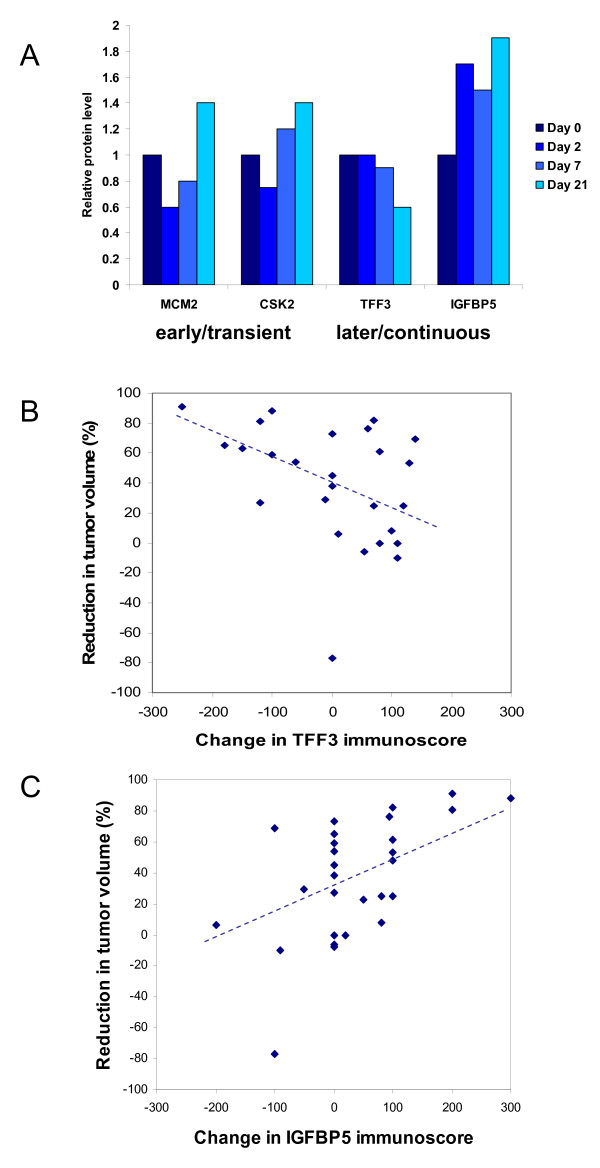
**Temporal protein expression of genes identified to respond to tamoxifen *in vivo***. MCM2, CKS2, IGFBP5 and TFF3 have similar expression at the protein level in response to tamoxifen in the ZR-75 xenograft by semi-quantitative immunohistochemistry. **(a) **They represent two pairs of examples of early/transiently and later/continuously responding proteins respectively. The correlation between the change in expression of proteins identified in the study and change in tumor volume in 28 patients treated with tamoxifen was calculated. Protein levels were scored by immunohistochemistry in tumor samples taken before and three months after treatment with tamoxifen. Changes in protein score are plotted relative to reduction in tumor volume for **(b) **IGFBP5 and **(c) **TFF3.

### Protein expression changes in breast cancers treated with tamoxifen

To establish whether the change in expression of identified proteins correlated with changes seen *in vivo*, a series of primary breast cancers for which material was available pre- and post-tamoxifen treatment and in which the response at three months had been measured were analyzed by immunohistochemistry. Four proteins were selected (IGFBP5, TFF3, IGFBP4 and PDZK1) to represent the early/transient and later/continuous patterns of expression seen at the transcript. Breast cancer samples pre- and post-tamoxifen treatment were available for 28 patients and information on the percentage change in tumor volume was known. Change in histoscores in pre- and post-treatment paired samples were compared with the change in tumor volume (Figure 3b). The change in IGFBP5, TFF3 or both was significantly associated with change in tumor volume (*P *= 0.0135, 0.018 and 0.0002, respectively; Spearman rank test). This contrasted with data for IGFBP4 and PDZK1 where there was no significant association. PDZK was selected as a known estrogen-regulated gene that has been identified within a number of clinical data sets [32,33].

### Are the dynamically changing genes able to predict prognosis?

To evaluate whether the genes identified as dynamically changing in response to tamoxifen are associated with long-term follow up we downloaded four Affymetrix primary breast tumor datasets [11,34,35] from the NCBI GEO for patients that had all been treated with tamoxifen and for whom corresponding outcome data were available (Table 1). Affymetrix probesets representing the genes in the six gene sets with similar temporal profiles of expression were identified and clustered to separate tumors with high or low expression of each set of representative probesets [Additional File 3], as described previously [36]. Kaplan Meier plots were generated and log rank (Mantel-Cox) statistics calculated to see if the level of these sets of genes could discriminate between patients with good or poor outcomes. The set 1 cluster of genes was highly prognostic with all four datasets. Set 2, set 4 and all six gene sets combined also had some predictive power, although this was not consistent across the four datasets (Table 1). The genes driving this prognostic separation appear to be those involved with cell cycle and proliferation, patients with high levels of these genes at presentation are known to be at high risk of recurrence [13]. Additional File 3 illustrates the level of expression of the tamoxifen-response genes in primary tumors at presentation. Of the genes in set 1, one-third (11 out of 32) are represented in the 97 gene Genomic Grade Index that is undoubtedly associated with prognosis [35]; set 1 genes were also able to clearly distinguish between the histological grade of the tumors.

**Table 1:** Prognostic capacity of the sets of dynamically changing genes in patients treated with tamoxifen

Study/dataset	Tamoxifen-treated datasets				Untreated datasets	
	**Zhang and colleagues **[11]	**Loi and colleagues **[34]		**Sotiriou and colleagues **[35]	**Wang and colleagues **[37]	**Desmedt and colleagues **[38]
NCBI GEO dataset [20]	GSE12093	GSE6532		GSE2990	GSE2034	GSE7390

Affymetrix GeneChip	U133A	U133A	U133 plus2	U133A	U133A	U133A

No tumors (All ER+ and TAM-treated)	136	119	87	62	209	134

Tumor grade (1/2/3/NA)	8/43/30/55	1/94/4/20	17/37/16/17	32/0/27/3	NA	29/68/35/2

Age (median)	64*	65	63	66	52	47

Follow up (median)	7.1	5.2	11.4	4.9	7.2	10.4

Endpoint	DFS	RFS	RFS	RFS	RFS	DFS

All dynamic genes (sets 1 to 6)	***P ***= 0.7	***P ***= 0.2	***P *= 0.0006**	***P ***= 0.1	***P *= 0.005**	***P ***= 0.6

Set 1 (early/transient)	***P *= 0.00005**	***P *= 0.0002**	***P *= 0.0002**	***P *= 0.002**	***P *= 0.002**	***P *= 0.04**

Set 2 (early transient)	***P ***= 0.4	***P ***= 0.3	***P ***= 0.5	***P *= 0.03**	***P *= 0.03**	***P ***= 0.2

Set 3 (variable)	***P ***= 0.8	***P ***= 0.7	***P ***= 0.2	***P ***= 0.6	***P *= 0.0005**	***P ***= 0.1

Set 4 (variable)	***P ***= 0.5	***P ***= 0.2	***P *= 0.008**	***P ***= 0.6	***P ***= 0.7	***P ***= 0.3

Set 5 (continuous/late)	***P ***= 0.1	***P ***= 0.2	***P ***= 0.1	***P ***= 0.5	***P ***= 0.1	***P ***= 0.2

Kaplan-Meier (Mantel-Cox log rank) analysis of the endpoints; *Mean value. DFS, disease-free survival; ER, estrogen receptor; NA, not available; RFS, relapse-free survival; TAM, tamoxifen.

### Do the genes that are most changed at independent time points following treatment with tamoxifen predict prognosis?

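Genes of varied function changed on each day, and most of the probes called at day 1 moved by less than 1.5-fold. At day 1, ZNF36, a zinc finger gene, rose by 0.96 on the log2 scale (SD 0.19, n = 4 tumors, adjusted p = 0.00296) and FTL, the light chain of ferritin, by 0.83 (SD 0.35, n = 4, adjusted p = 0.0252). At day 2, ANXA9, an annexin, rose by 0.88 (SD 0.45, n = 2, adjusted p = 0.0180) and GNG4, a G protein subunit, fell by 1.23 (SD 0.15, n = 2, adjusted p = 0.00537). NELL2, a secreted glycoprotein, fell by 1.12 at day 4 (SD 0.33, n = 4, adjusted p = 0.00756) and by 1.89 at day 14 (SD 0.10, n = 2, adjusted p = 0.000294). Over all 9912 probes, 648 changed at day 1 (297 higher, 351 lower), 78 at day 2 (14 and 64), 92 at day 4 (31 and 61), 69 at day 7 (21 and 48) and 613 at day 14 (326 and 287). Of these, 123, 72, 40, 30 and 403 also changed by at least 1.5-fold. At day 14 alone, 395 probes were called that passed on no other day. At 1.5-fold and an unadjusted p of at most 0.05, 156, 226, 80, 52 and 518 probes passed. A test of all differences between the 5 days called 8 probes, 7 of them among the 333 (985 at an unadjusted p under 0.05). The days differ in the number of tumors, and in the median standard error, which was 0.109 at days 1, 4 and 7 and 0.153 at days 2 and 14. With 1 mean per mouse, day 1 had 23 probes and day 14 had 671, and with only the arrays of that day, day 2 had 0 (1410 at an unadjusted p under 0.05 in the joint fit) and day 14 had 704. Leaving out 1 tumor of the day itself gave 125 to 525 probes at day 1, 15 to 109 at day 4 and 14 to 29 at day 7. Day 2 has 2 tumors, so leaving out 1 leaves a single tumor, and no range is given here for that day. Without day 14 replicate 2, day 14 had 31. Of 34 other settings, 6 lost the ANXA9 call of day 2, which was at 0.56 without day 2 replicate 1, 5 the FTL call of day 1, 2 the GNG4 call of day 2 and 3 the NELL2 call of day 4.

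**Figure D4:**
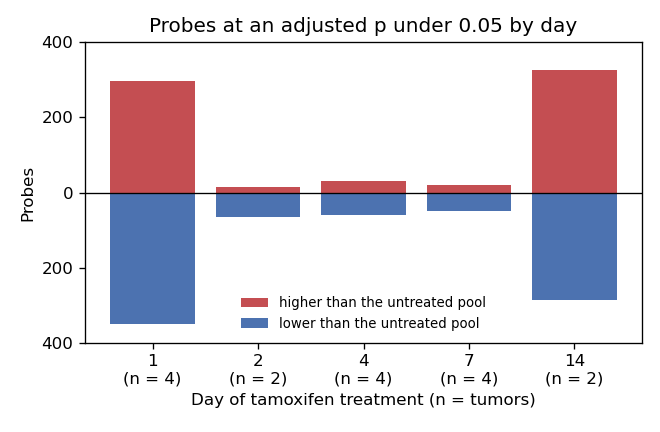
Number of probes (vertical axis) that were higher (above the line) or lower (below it) than the control pool at an adjusted p under 0.05 on each day of tamoxifen treatment (horizontal axis), with the number of tumors as n. Day 1 has 648 and day 14 has 613, against 78, 92 and 69 on the days between. Leaving out 1 tumor of the day itself gave 125 to 525 at day 1, 15 to 109 at day 4 and 14 to 29 at day 7. Days 2 and 14 have 2 tumors each, so leaving out 1 leaves a single tumor, and no range is given here for them.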

Different numbers of probes were identified to be significantly differentially expressed at each time point. In order to compare the relative prognostic value of a profile of genes that are most changed at an individual time point following treatment, we identified lists of 50 probes with the greatest fold changes (up or down) at each time point among the list of 333 most changed probes as described above. Some probes were most changed at more than one time point [see Additional File 1]. 

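Genes of secreted and estrogen-induced proteins were on the list of every day. The 11 probes on all 5 lists stand for ALB, IGFBP4, PDZK1, SERPINA6, TFF1, TFF3, ATP5D, a subunit of the mitochondrial ATP synthase, and IER3, an early response gene. ATP5D fell by 1.10 at day 1 (SD 0.30, n = 4 tumors, adjusted p = 0.000143) and by 1.60 at day 14 (SD 0.45, n = 2, adjusted p = 4.51e-05). With the means of each day, the 5 lists of 50 held 117 different probes, 59 on 1 list and 58 on 2 or more. Days 4 and 7 shared 35 probes and days 1 and 14 shared 16. Since all days are compared with 1 control pool, overlap arises without any change. In simulated unchanged tumors that share such a pool, days 4 and 7 shared 29.9 probes and days 1 and 14 shared 27.4, against 7.51 for independent lists, and 13.1 probes were on all 5 lists. The covariance of the log2 ratios across probes was 0.0145 between days 4 and 7 and 0.0303 between days 1 and 14, against 0.0628 and 0.0630 simulated, so the simulation overstates the sharing.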

Patients whose gene expression profile at presentation was more like that of xenograft tumors following treatment had a poorer prognosis [see Additional File 3]. Figure 4 demonstrates that profiles of the most differentially expressed genes at two, four and seven days following tamoxifen treatment were able to predict prognosis, while lists of genes most changed initially (day 1) or later (day 14) cannot. None of these most changed gene lists were significantly prognostic in two datasets [37,38] of ER-positive tumors that did not receive adjuvant therapy (Figure 4). Supervized principle components analysis [23] was also used to identify which genes within the profiles have the greatest prognostic power. The genes changed at each of the five independent time points were dominated by the late/continuously up- and down-regulated genes (sets 1 and 2), with early changes (sets 5 and 6) less represented and the transient changes hardly represented at all [see Additional File 1]. 

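Sets 5 and 6 together gave most of the 50 probes on each day. By the means of each day, set 5, with TFF1 and TFF3, gave 13, 17, 23, 19 and 19 of the 50 probes on days 1, 2, 4, 7 and 14, and set 6, with IGFBP5 and IER3, gave 21, 9, 14, 20 and 20. Set 2, with IGFBP4 and PDZK1, gave 13, 6, 10, 8 and 3. Set 1, with many mitotic genes, gave 14 of 50 at day 2 and 2, 2 and 1 on days 1, 7 and 14, and none at day 4, where no probe of set 1 passed in limma. Set 3 gave 1 probe on each of days 2, 4, 7 and 14, and set 4 gave 1, 3, 2 and 6 on days 1, 2, 4 and 14. Of the 50 probes per day, 43, 24, 30, 30 and 49 were called at an adjusted p under 0.05. Sets differ in size, so these counts are not rates.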

Known estrogen-response genes including IGFBP5, TFF3, TFF1, PDZK1 and SERPINA genes appear to dominate in prognostic performance. IGFBP5 expression is higher in patients with poor prognosis, as noted previously [29,39]; however, it is not significantly changed at day one, but is at subsequent time points, as seen at the protein level (Figure 3a). 

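IGFBP5 was measured by 3 probes, and all 3 passed at day 14. The brightest had a log2 ratio of 0.56 ± 0.58 (SD, n = 4 tumors, adjusted p = 0.382) at day 1, 1.31 ± 0.90 (SD, n = 2, adjusted p = 0.220) at day 2, 0.92 ± 0.14 (SD, n = 4, adjusted p = 0.193) at day 4, 1.46 ± 1.36 (SD, n = 4, adjusted p = 0.0552) at day 7 and 2.55 ± 0.40 (SD, n = 2, adjusted p = 0.00358) at day 14. At day 1 it was above the control pool in 3 of 4 tumors and on the later days in all tumors. The other probes gave 2.23 ± 0.21 (SD, n = 2, adjusted p = 0.00655) and 2.62 ± 0.29 (SD, n = 2, adjusted p = 0.00136) at day 14, and 1.30 and 1.34 at day 7 (adjusted p = 0.0782 and 0.0518).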

The heatmaps in Additional File 3 also indicate that IGFBP5 may be a good biomarker of outcome on tamoxifen.

**Figure 4:**
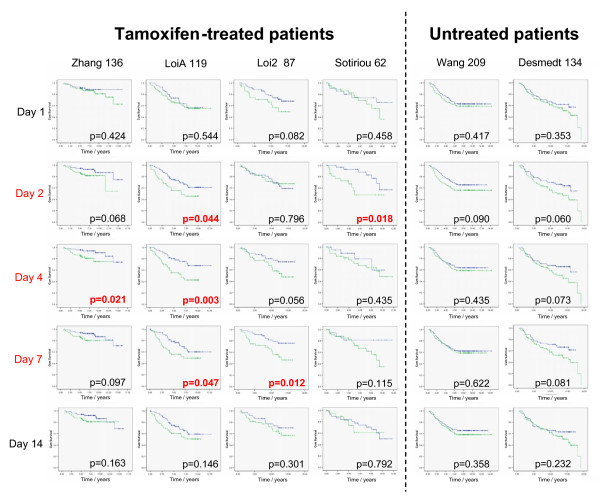
**Prediction of prognosis of tamoxifen-treated tumors based upon the 50 highest responding genes at each independent *in vivo *time point**. Kaplan-Meier analysis of four tamoxifen-treated and two untreated datasets [11,34,35,37,38], named by first author and the number of estrogen receptor (ER)-positive tumors with follow-up information (Table 1). Lists of genes are in Additional File 1. Green = primary tumors at presentation with expression profiles most like treated xenografts; Blue = primary tumors at presentation with expression profiles less like those of tamoxifen-treated xenografts.

## Discussion

This study is, to the best of our knowledge, the first to define tamoxifen-regulated gene expression profiles at multiple time points after long-term anti-estrogen treatment in an *in vivo *model of ER-positive breast cancer. The use of multiple time points over the 14-day period allowed analysis of the temporal patterns of gene expression profiles. Three basic patterns of change were observed; early/transient changes, continuous/late changes and more variable changes. The pattern of expression of representatives of these sets of genes was confirmed by quantitative RT-PCR and at the protein level by semi-quantitative immunohistochemistry. The changes observed in the expression of IGFBP5 and TFF3 correlated with reductions in tumor volume in primary tumors treated with tamoxifen. Two different approaches were used to evaluate whether those genes for which there was clear evidence of tamoxifen-induced changes in expression level would themselves be prognostic for patients treated with adjuvant tamoxifen. The early/transient pattern of gene expression associated with a reduction in cell cycle/proliferation genes and genes that were most differentially expressed on days two, four and seven were able to predict prognosis of primary breast tumors treated with tamoxifen. The IMPACT (Immediate Preoperative Arimidex Compared to Tamoxifen) trial demonstrated that Ki67 level two weeks after treatment was predictive of long-term outcome [40]. The timing of measurement of gene expression changes appears to be critical for certain groups of genes. A number of neoadjuvant 'window of opportunity studies' are underway to characterize changes in gene expression in response to treatment and establish whether clinical response after a couple of weeks or several months is predictive of long-term outcome. Studies such as that described here may provide insights as to when significant changes are detectable and which genes may represent good markers of response. It also highlights the risk that clinical snapshots of treatment could miss informative changes in expression.

There have been multiple short-term studies of *in vitro *profiling after estrogen treatment, predominantly in MCF-7 cells [41,42] and also in ZR-75-1 cells [4,10]. In a study using the T47D model of ER-positive breast cancer, Harvell and colleagues stated that E_2 _regulates different genes in human breast tumor xenografts compared with the identical cells in culture [9]. However, Creighton and colleagues found that genes regulated by estrogen in breast tumor cells *in vitro *are similarly regulated *in vi*vo in tumor xenografts and human tumors [8]. Disparities between approaches may be the result of differences in time points as well as the differences in microenvironment. Our *in vitro *study allowed exploration of whether tamoxifen's effects were antagonistic to estrogen or not. Fifteen genes were selected and all were modulated by estrogen *in vitro*. Of these genes, tamoxifen reversed the estrogen modulation in 14 cases but not for IER3. This gene was of particular interest in that while it was estrogen up-regulated, tamoxifen produced a greater up-regulation, it was also continuously up-regulated at all five time points and among the genes of set 6.

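In the xenografts, IER3 (chromosome 6 of GRCh38, 30743199 to 30744547) had a positive mean on each of the 5 days and in every tumor. Its log2 ratio was 0.77 ± 0.42 (SD, n = 4 tumors, adjusted p = 0.0194) at day 1, 1.07 ± 0.32 (SD, n = 2, adjusted p = 0.0595) at day 2, 1.07 ± 0.61 (SD, n = 4, adjusted p = 0.00887) at day 4, 0.87 ± 0.25 (SD, n = 4, adjusted p = 0.0338) at day 7 and 1.28 ± 0.14 (SD, n = 2, adjusted p = 0.00525) at day 14, so that 4 of the 5 days passed. A second probe gave 0.70 ± 0.27 (SD, n = 4, adjusted p = 0.0313) at day 1 and 1.27 ± 0.27 (SD, n = 2, adjusted p = 0.00606) at day 14, and 0.77 ± 0.56 (SD, n = 4) at day 4 without passing (adjusted p = 0.0512). In day 4 replicate 3, which rests on its forward array alone, the value was 0.17, against 1.25 to 1.46 in the other tumors of that day. The call was lost in 5 of 34 other settings at day 1, in 4 at day 4, in 11 at day 7 and in 2 at day 14.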

Our previous study [3] demonstrated early changes in apoptotic and mitotic indices (days 2 and 4) predated tumor volume changes, we speculate that the earlier/transient expression changes observed are more likely to be causative and primary events for tumor volume inhibition whereas later/continuous expression changes are possibly only consequential and secondary to the volume changes. These may represent changes in stromal elements and infiltrating cell populations. Ongoing studies are seeking to develop a putative model of how the early/transient changes interact with the later/continuous changes.

Many of the breast cancer gene expression signatures that have previously been developed highlight a number of genes associated with cell cycle and proliferation [35,36,43-46], which has been suggested to be largely a reflection of tumor grade. These genes appear to have most prognostic value for ER-positive breast tumors, generally differentiating between luminal A and luminal B subtypes, both prior to or following treatment with tamoxifen [13] or chemotherapy [47,48]. Our results are consistent with this idea and the suggestion that a lower response to E_2 _or growth factor signaling [49], also a feature of luminal B tumors, may also be prognostic. It is not clear from our results the extent to which prognosis or prediction of response to therapy is an intrinsic property of tumors.

Relatively high levels of the set 1 pattern of dynamically changing cell cycle/proliferation genes at presentation in primary tumors was associated with poor prognosis; however, it was relatively low levels of the classically up-regulated E2-response genes (down-regulated by tamoxifen), such as TFF1, TFF3, AREG and IGFBP4, at presentation that were among the genes most changed at day 4 and associated with poor prognosis. Conversely, a reduction in TFF3 (or an increase in IGFBP5) following tamoxifen treatment *in vivo *and the protein levels in primary tumors correlated with a reduction in tumor volume in the 28 patients treated with tamoxifen for three months. This apparent contradiction between the direction of change in genes upon treatment and their relative level in primary tumors as long-term predictors of outcome may be due to the complexity of estrogen signaling, the agonistic and antagonistic roles of estrogen and tamoxifen on the ER and/or a difference between short- and long-term effects on both tumors and normal tissues. We also recently demonstrated that proliferation genes were strongly down-regulated following treatment with the mTOR inhibitor, everolimus, despite these often being considered markers of prognosis [50].

The aim of this study was to assess the dynamic response to tamoxifen, not to find the definitive tamoxifen-response signature or biomarker. A better test of the tamoxifen-response genes in primary tumors would be a dataset from a neoadjuvant 'window study' [15] of gene expression before and after tamoxifen with both clinical or pathological endpoints and long-term follow-up. It would be interesting to measure gene expression at multiple time points in a number of different cell line xenograft models or primary tumors in order to fully investigate patient-patient variation in temporal response to tamoxifen. This approach would also benefit from single-color microarrays in order to evaluate the relative merits of pre- and post-treatment samples avoiding the limitation of using comparative two-colour cDNA arrays, as in this study. We did examine gene expression of the different response patterns (sets 1 to 6) and individual time points in matched before and after breast biopsies from patients treated with 14 days of neoadjuvant letrozole [51] and found largely consistent changes for most genes with those of the *in vivo *study in the majority of cases (data not shown). Further work is required to fully assess how the response to different hormonal therapies and short-term molecular changes correlate with long-term outcome. We have previously demonstrated that estrogen-regulated gene expression predicts response to endocrine therapy in patients with ovarian cancer [27], and in this study we demonstrate for the first time that tamoxifen-response genes identified from a xenograft breast cancer model with different profiles of expression can predict prognosis in primary tumors treated with tamoxifen.

The genes highlighted in this study are now being explored in clinical material collected by biopsy from patients pre- and post-treatment with tamoxifen and who are known to have either responded to or progressed on treatment. This will help determine which of the genes identified in this study have the potential to be predictive markers of response. This study also suggests that future studies searching for genes predictive of outcome on therapy could perhaps be informed by studies that identify which genes demonstrate early dynamic response to therapy, rather than those with sustained changes. This is reminiscent of data from early positron emission tomography (PET) scans that suggest the patients with the best outcome on therapy are those with pronounced early reduction in PET signal [52,53].

## Conclusions

Both early/transient/proliferation-response genes and continuous/late/estrogen-response genes are able to predict prognosis of primary breast tumors in a dynamic manner. Temporal expression of therapy-response genes is clearly an important factor in the response to endocrine therapy in breast tumors which has significant implications for the timing of biopsies in neoadjuvant biomarker studies.

## Abbreviations

CKS: CDC28 protein kinase regulatory subunit; DAVID: Database for Annotation, Visualization and Integrated Discovery; DMEM: Dulbecco's modified Eagle's medium; E_2_, estradiol; ER: estrogen receptor alpha; ERE: estrogen-response elements; FCS: fetal calf serum; IGFBP: insulin growth factor receptor binding protein; MCM: mini-chromosome maintenance; NCBI GEO: National Centre for Biotechnology Information Gene Expression Omnibus; PET: positron emission tomography; RT-PCR: reverse-transcription polymerase chain reaction; TFF: trefoil factor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SPL, DAC and DH conceived and directed the study. KT undertook the microarray and RT-PCR studies. GW, BK and SPL performed the immunohistochemistry on the clinical breast cancer cases. DAC obtained tissue blocks. AHS and LL analyzed the microarray data. MM carried out the xenograft work. DF undertook the immunohistochemistry on the xenograft material. JMD collected the clinical material. KT, AHS and SL drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Lists of differentially expressed genes**. Microsoft Excel Workbook containing probe and gene names, plus Ensembl identifiers and mean fold changes for the 333 significantly differentially expressed probes. Also provided are lists of the 50 most changed genes at the five timepoints following treatment with tamoxifen. Click here for file

Additional file 2 **Quantitative PCR results**. Gene expression *in vitro *measured by quantitative RT-PCR for ZR75 (royal blue), MCF7 (dark blue) and MDA-MB-231 (red) before (0), 6 and 24 hours following no treatment (C), addition of estradiol (E), tamoxifen (T) and estradiol plus tamoxifen (ET). Click here for file

Additional file 3 **Examples of heatmap clustering**. Heatmaps showing the level of expression of the **(a) **set 1 and **(b) **day 4 tamoxifen-response genes in primary tumors at presentation. Patients whose expression of set 1 genes correlate with post-treatment xenograft samples have a good prognosis (blue). However, patients whose expression of genes at presentation is more like those that were differentially expressed at day 4 following tamoxifen treatment tend to have a poor prognosis (green). See Table 1 and Figure 4 for survival analysis results. Click here for file

# Supplementary material for: Dynamic changes in gene expression in vivo predict prognosis of tamoxifen-treated patients with breast cancer
**Source:** Breast Cancer Res. 2010 Jun 22;12(3):R39. doi: 10.1186/bcr2593

## A. Set 1 Tamoxifen-response genes

(Strongly down-regulated initially, more steady after 4 days, then down again)

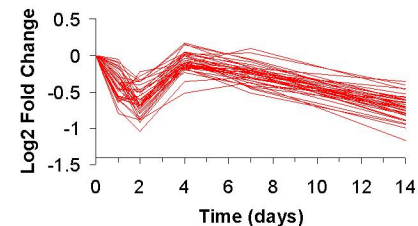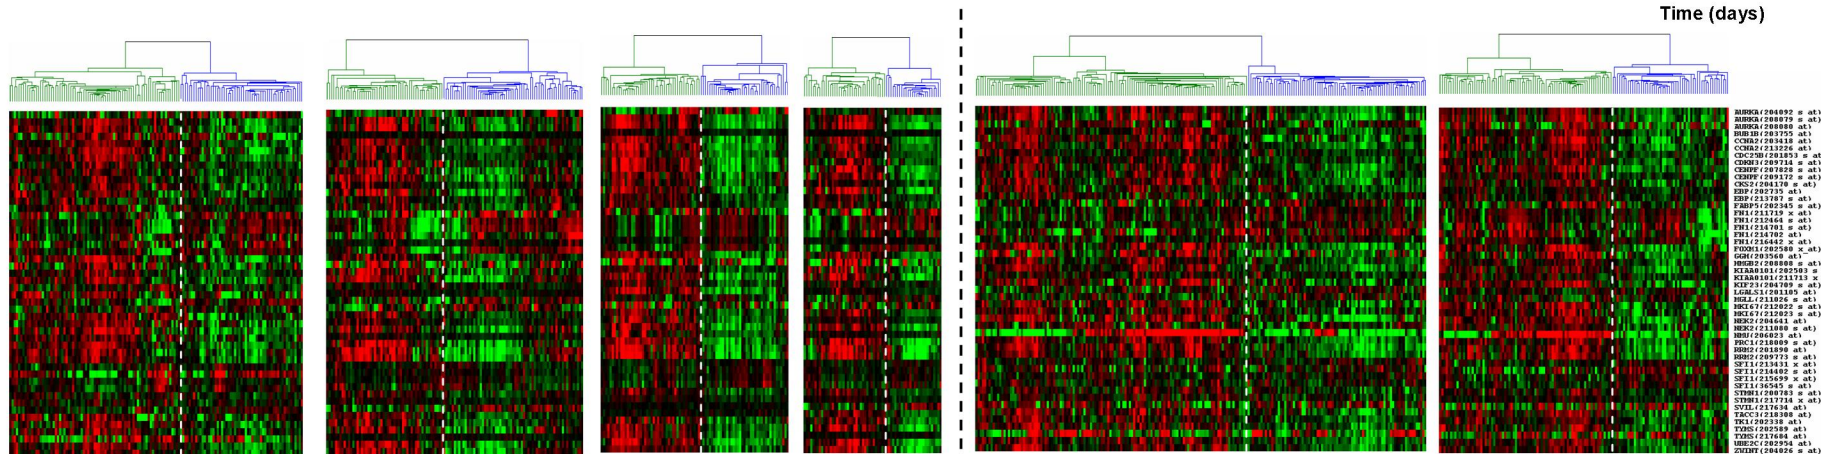

## B. Day 4 Tamoxifen-response genes

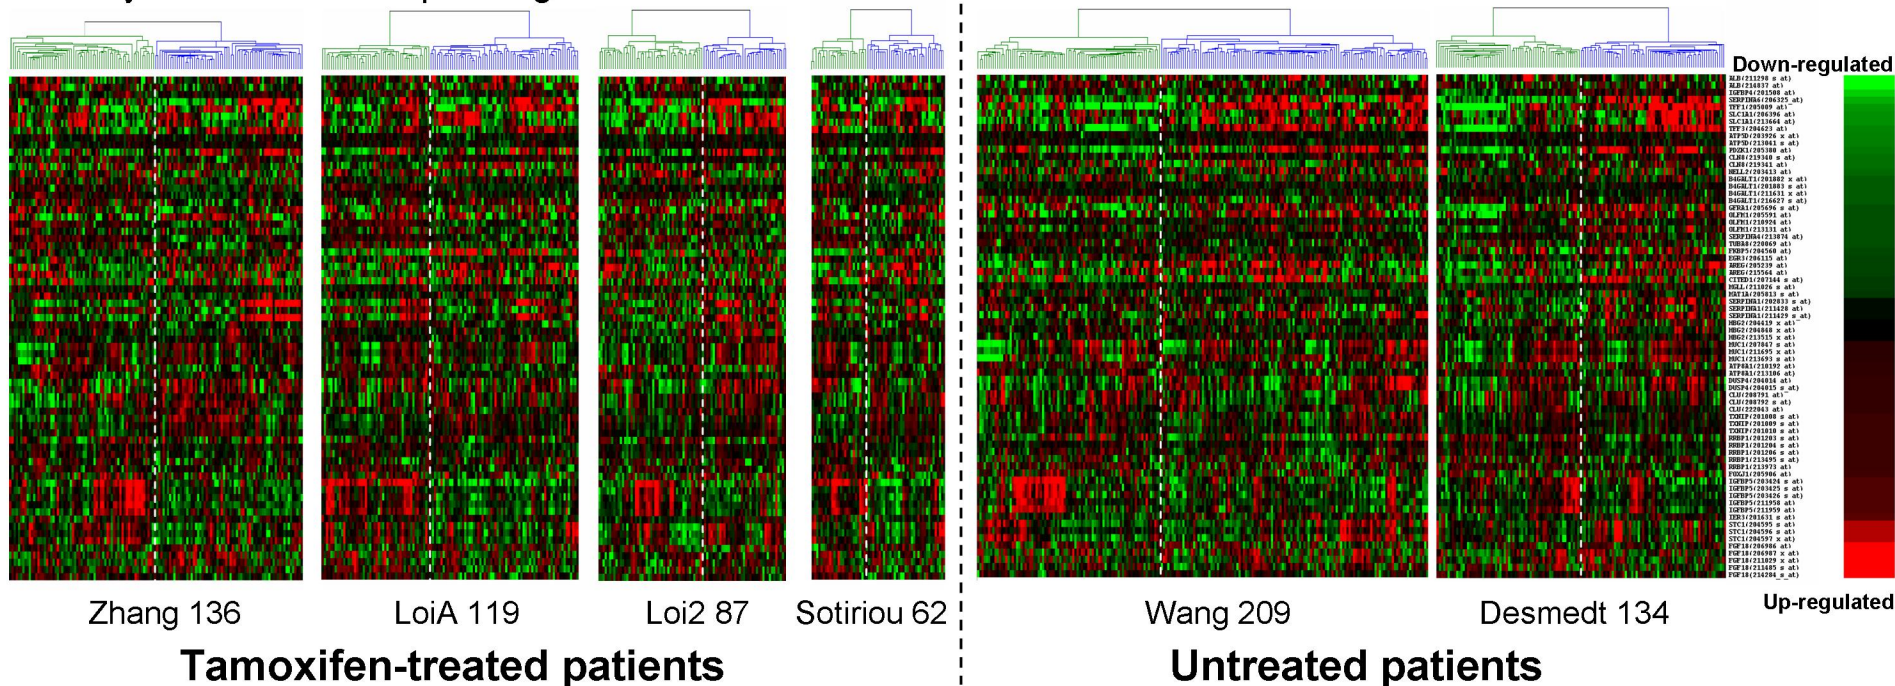

**Supplement:** Additional file 3 — Examples of heatmap clustering. Heatmaps showing the level of expression of the (a) set 1 and (b) day 4 tamoxifen-response genes in primary tumors at presentation. Patients whose expression of set 1 genes correlate with post-treatment xenograft samples have a good prognosis (blue). However, patients whose expression of genes at presentation is more like those that were differentially expressed at day 4 following tamoxifen treatment tend to have a poor prognosis (green). See Table 1 and Figure 4 for survival analysis results.

How the deposited data were processed for this re-analysis (not part of the article)

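RNA of 16 ZR-75-1 xenografts from 12 mice treated with E2 and tamoxifen for 1, 2, 4, 7 or 14 days was compared with the pool of E2-only xenografts on 32 cDNA arrays of 2 colours. The intensity values are spot brightness and local background for each channel, as scanned by the authors and without background correction or normalization, per the file headers and the methods. The log2 values of the authors' table are ratios of tumor and control pool per array. By the paper's methods, that table was made with limma (no version given) through background correction, loess and quantile normalization. That table holds 9928 probes and the scanner files 9912, of which 9908 are shared, and 665 table values are missing. The scanner files were used.

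In R 4.3.3 with limma 3.58.1 and statmod 1.5.0, spots with the mark 0 (1 to 393 per array) were left out, the background was corrected with normexp and an offset of 50, and loess within arrays and quantile normalization between arrays followed. The meaning of the marks is not stated in the files. Ratios were turned by orientation and averaged per tumor, and lmFit was run with 1 mean per day, duplicateCorrelation over the mouse (estimated correlation 0.0223), eBayes and Benjamini-Hochberg adjustment. All adjusted p values of probes are from limma. Each day was tested against 0, that is against the control pool, and the days against each other with an F-test and with contrasts of neighbouring days. The control pool is 1 sample, so its own spread is not part of the tests against 0.

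The dyes of the file channels are not named. The sign used is log2 of channel 2 over channel 1 on forward arrays and its negative on dye swaps, which matches the authors' value table and Additional File 1. If channels 1 and 2 are those of the sample labels, every sign turns, but the paper's protein stains (TFF3 lower and IGFBP5 higher over time) run in the direction used. The dye-swap array of day 4 replicate 3 was left out because its ratios follow another array (r = 0.980 across probes), so that tumor has 1 orientation. Ratios made with plain background subtraction and loess matched the authors' table with an r of at least 0.99 in size on 11 of 32 arrays. The lowest was 0.214, for the forward array of day 7 replicate 4. With normexp, 1 array reached 0.99, and the same array was lowest (0.216). The closer match is not credited to the background step alone. The median signal over background of an array was between 2.37 and 9.82.

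Gene names and the 6 sets come from Additional File 1 (333 probes, 256 symbols), and positions come from GRCh38. None of the 254 Ensembl identifiers given there was found in the reference, so symbols were used, 35 of them older ones. The brightest probe stands for a gene. Genes named in the text are mainly those the paper names, the 5 largest rises and falls per day among probes called in the same direction in every tumor, and up to 4 members of each gene list with the smallest adjusted p. Some genes fall outside this rule, among them NDRG1 and HBG1. B4GALT1, ELOVL5, MYBL1, ADM, GPI and WFDC2 were chosen or added after their values were seen. The paper's tables had been read when this rule and the lists were written. Sets were tested with cameraPR against all probes (48 tests) and lists against the 253 named genes (72 tests), with a preset correlation of 0.01 and with an estimated one. The 22 lists were mitosis, DNA replication, estrogen-induced, estrogen-repressed, luminal epithelium, hypoxia and glycolysis, cholesterol and fatty acid synthesis, immediate early, apoptosis, insulin and IGF signalling, hemoglobin and erythroid, liver-type secreted proteins, fibroblast and extracellular matrix, endothelium, macrophage and leukocyte, adipocyte, skeletal muscle, keratinocyte, motile cilia and secretory, mitochondrially encoded, ribosomal proteins and interferon response.

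On simulated data with 200 changed probes of 9912, the fit found 79.0% of changes of 0.585 on the log2 scale at day 1 and 45.6% at day 14, and 98.6% and 88.8% of changes of 1, with 13 and 4.6 false calls. These values rest on 5 simulations. They do not give the error rate of tests against 1 shared control pool, whose own spread the tests leave out. Alternatives covered background correction, normalization, spot marks, dim probes, the mouse block, the dye term, the samples in the fit, the authors' table, array weights and leaving out each tumor. Of the 34 settings run on single genes, 16 leave out 1 tumor, mostly of another day than the one tested. Aquantile gave the same counts as no normalization between arrays. The number of settings that lose a call is therefore not a rate.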

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

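The tests of set 1 between days 2 and 4 and of a tumor without tamoxifen were chosen after the results were seen, and the other tests in this part before. The rules for what is listed here, and the alternatives not marked otherwise, were set before the data were examined, though the paper's table of log2 ratios from these arrays had been read.

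Set 1 (40 probes), which the study grouped by time course on these arrays, was lower at day 2 than at day 4 (adjusted p = 2.74e-05 with an estimated correlation). In the tumors with both orientations, the set 1 medians of the arrays differed between these days by 0.52 on the forward arrays and by 0.64 on the dye swaps, which argues against dye bias. Without normalization between arrays the medians differed by 0.52, which argues against quantile normalization. The higher set 1 median of day 2 lay below the lowest of day 4 (-0.70 against -0.41, a difference of -0.29), so 1 tumor of day 2 does not account for it. A return of the set 1 transcripts toward control levels at day 4 may be proposed as a hypothesis, found and tested on the same arrays, with 2 tumors at day 2.

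PSCA, FOXJ1, PIP and CAPS, genes of secretory and ciliated epithelium, were higher at day 14 on every array. The 16 array values ran from 0.72 to 3.76, which argues against dye bias. The control pool holds no tumor of day 14, so a change with time alone cannot be told apart from one with tamoxifen. RNA of other cells of the host cannot be told apart from a change in tumor cells, because the fibroblast, endothelium, macrophage, adipocyte and keratinocyte lists have 1 measured member in all. That member, FN1 of the extracellular matrix, fell by 0.61 at day 14 (adjusted p = 0.0416 from limma), a call lost in 10 of 34 other settings, and its second probe, at -0.67, did not pass (0.0580). MB of the skeletal muscle list, which encodes myoglobin, rose by 0.72 at day 14 (adjusted p = 0.00209 from limma), a call lost in 1 of 34 other settings. The hemoglobin probes that stand for their genes were at -1.11 and -0.91 without passing. These markers go both ways, so they do not settle the question.

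In day 4 replicate 2, the set 3 median was 0.49, with the other tumors of that day from -0.13 to -0.09. The median was 0.93 on the forward array and 0.16 on the dye swap, and SCD was at 4.63 and 1.34. A dye bias that is equal on both arrays cancels in their average, so it alone does not explain the height of the set median. An effect of the forward array may explain that height. This forward array is the one that the left-out file of day 4 replicate 3 follows (r = 0.980 across probes), and which tumor the shared signal belongs to is not settled. A tumor without tamoxifen is argued against by its set 2 median of -0.57, with the others from -0.56 to -0.38. No biological explanation was tested.

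Other single tumors far from the rest of their day were AURKA in day 1 replicate 1 (-0.64, others -0.38 to -0.33), UBE2C in the same tumor (-0.49, others -0.26 to -0.22), FOXM1 in day 1 replicate 3 (-0.020, others -0.53 to -0.47), DLG7 in day 4 replicate 2 (0.082, others -0.13 to -0.11), IER3 in day 4 replicate 3 (0.17 on its forward array alone, others 1.25 to 1.46) and FOXM1 in day 7 replicate 4 (-0.054, others -0.30 to -0.27). Of 150 groups of tumors, 7 held such a value, and chance flags about 1 in 20 groups.

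By the test of all differences between days (limma), 8 probes differed, namely PSCA (adjusted p = 1.78e-06), FOXJ1 with both probes (0.00337 and 0.0124), an unnamed probe (0.00337), CAPS (0.00446), UNG2 (0.0107), PIP (0.0112) and RRM2 (0.0112). Of 100 splits of the tumors over the days, 7 gave 8 or more probes, the real days included, and the highest other gave 18, so chance cannot be excluded for this count. From day 7 to day 14 the sets differed with an adjusted p of 0.000770 (set 1), 0.000875 (set 3), 0.0162 (set 4), 0.000184 (set 5) and 8.91e-08 (set 6), and the list of motile cilia and secretory genes with 0.00119, all with an estimated correlation. Of 44 genes the paper names, 3 had every tumor above the pool on 1 day and below it on another, namely BTG2, MUC1 and SCD, and these opposite signs as such were not tested, apart from the contrast of MUC1 from day 7 to day 14 (adjusted p = 0.0332).

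Outside the 333 probes of Additional File 1, 510 probes were called at day 1, 31 at day 2, 46 at day 4, 20 at day 7 and 363 at day 14. The files give no gene names for them.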

How the results depend on the processing

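Chosen after the results were seen were the settings that use the left-out scanner file as labelled, leave out dim-marked spots, drop a doubtful column of the authors' value table, or fit each day's tumors alone with no block. Of 435 gene values by day, 180 were called, and those 180 kept their sign in each of the 34 settings run on them, while 105 values were called with 1 mean per mouse and 251 with a dye term. With an estimated correlation, the set calls (21 of 30) ranged from 20 to 22 over all settings. The call of set 1 at day 7 ended in the table without its doubtful column (camera, adjusted p = 0.0680). Set 3 at day 7 was called without day 4 replicate 2 (camera, adjusted p = 0.00355). The call of set 6 at day 2 ended without day 2 replicate 2, with a median of 0.27. The preset correlation also called set 1 at day 4, set 3 at days 2 and 7 and set 4 at days 2, 4 and 7.

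The number of probes called moved by more than 1.5 times under these settings, and the cause was not tested except where stated. At day 1 (648 probes) it was 991 with no background correction, 1120 with no normalization between arrays and with Aquantile, 1268 with a dye term, 1265 in the authors' value table, 1361 in that table without its doubtful column, 1344 with array weights, 354 with the file as labelled, 23 with 1 mean per mouse and 123 with 1.5-fold required. At day 2 (78) it was 130 with plain background subtraction, 301 with a dye term, 186 with each array as a replicate, 43 with a replicate block, 34 with array weights, 50 with the file as labelled, 39 with dim-marked spots left out and 0 with only the arrays of that day (by limma, with 1410 at an unadjusted p under 0.05 in the joint fit). At day 4 (92) it was 147 with plain subtraction, 155 with no background correction, 154 with no normalization between arrays and with Aquantile, 156 with dim probes left out (fewer probes), 25 with 1 mean per mouse, 197 with a dye term, 18 with only that day, 183 with a replicate block, 35 with array weights, 42 with dim-marked spots left out, 40 with 1.5-fold and 0 with the file as labelled (1582 at an unadjusted p under 0.05 in limma without that file). At day 7 (69) it was 116 with no background correction, 105 with dim probes left out, 12 with 1 mean per mouse, 240 with a dye term, 112 with each array as a replicate, 3 with only that day, 176 with array weights, 1 with the file as labelled, 27 with dim-marked spots left out, 30 with 1.5-fold, 0 in the authors' value table (1130 at an unadjusted p under 0.05 in limma on the scanner files) and 121 in that table without its doubtful column. At day 14 (613) it was 1044 with a dye term, 388 with a replicate block, 1401 with array weights and 403 with 1.5-fold.

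The study's threshold (728 probes) gave 312 with no background correction and 374 with the fold in every tumor. The test between days (8 probes) gave 14 with plain subtraction, 19 with no background correction, 1 with 1 mean per mouse, 131 with a dye term, 66 with each array as a replicate, 4 with a replicate block, 29 with array weights and 22 in the table without its doubtful column. List calls were 3 with an estimated correlation in place of 23, and the mean r between tumors was 0.650 on the 333 probes in place of 0.262.

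Leaving out 1 tumor at a time gave 125 (without day 1 replicate 1) to 991 probes at day 1, 6 (without day 2 replicate 1) to 312 (without day 2 replicate 2) at day 2, 15 (without day 4 replicate 2) to 137 at day 4, 14 (without day 7 replicate 2) to 115 at day 7 and 31 (without day 14 replicate 2) to 718 at day 14. It gave 711 to 1487 (without day 2 replicate 2) at the study's threshold and 1 (without day 14 replicate 2) to 13 between days, 21 to 26 list calls, an r of 0.230 to 0.292 and 55 to 61 probes on 2 or more lists of 50. The highest counts of days 1, 4, 7 and 14 came from leaving out a tumor of another day. A day left with 1 tumor is assumed to vary like the others.

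A block for slide or scan batch was not run, since the files give none, and median centring stood in for print-tip loess, since they give no layout. With a signal over background of 2.37 to 9.82, small changes in dim probes are measured less precisely.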

Differences from the paper's values

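The alternatives that use the scanner file as labelled, leave out dim-marked spots, drop a doubtful column of the authors' value table or fit each day alone with no block were chosen after seeing the values. The paper's 333 probes at its threshold stand against 728 here. Of the alternatives set before the data were examined, plain background subtraction (493), no background correction (312) and the fold in every tumor (374) come within 1.5 times, and the others do not, among them the authors' value table (517) and an adjusted p (514). Of the settings chosen after seeing the values, the table without its doubtful column (524), the file as labelled (705), dim-marked spots left out (841) and each day alone with no block (720) do not come within it either. The paper names neither the test nor an adjustment for its threshold.

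Of 345 gene values in Additional File 1, 323 had the paper's sign and lay within the pooled SD between tumors of a day, 12 had its sign and differed by more than that SD, and 10 had the other sign and differed by less. With the SD of the day itself in place of the pooled one, 42 differed in place of 22. Below, a value came within if it had the paper's sign and lay within the pooled SD, and of 31 alternatives set before the data were examined only those named did so. The value table holds the authors' own ratios of these arrays, so a value that comes within there is no independent check. Aquantile and no normalization between arrays gave the same counts, so they do not count as separate alternatives. AURKA at day 2 (paper's -0.61, here -0.71) and SERPINA4 at day 2 (paper's -0.58, here -1.04) came within with plain subtraction, no background correction, no normalization between arrays, Aquantile, the authors' value table and a replicate block, and without day 2 replicate 1. CCNA2 at day 2 (paper's -0.69, here -0.90) and CDC25B at day 2 (paper's -0.55, here -0.81) came within with plain subtraction, no background correction, no normalization between arrays, Aquantile and the authors' value table, and without day 2 replicate 1. CCNA2 at day 14 (paper's -0.75, here -0.95) came within with plain subtraction, no background correction, no normalization between arrays, Aquantile and the authors' value table, and without day 14 replicate 2. CELSR1 at day 2 (paper's 0.074, here -0.17) came within with no normalization between arrays, Aquantile and the authors' value table, and without day 2 replicate 1. CENPF at day 4 (paper's 0.010, here -0.083) came within without day 4 replicate 3. DLG7 at day 2 (paper's -0.68, here -1.03) and MYBL2 at day 2 (paper's -0.45, here -0.99) came within with no background correction, no normalization between arrays, Aquantile and the authors' value table, and without day 2 replicate 1. DLG7 at day 4 (paper's 0.051, here -0.071) and SF1 at day 2 (paper's -0.082, here 0.22) came within with the authors' value table. IRS1 at day 2 (paper's 0.036, here -0.0078) came within with no background correction, the authors' value table and a replicate block, and without day 2 replicate 1. MCM6 at day 4 (paper's -0.22, here -0.39) came within with plain subtraction, no background correction, a dye term, the authors' value table and array weights, and without day 4 replicate 3 and day 4 replicate 4. MKI67 at day 4 (paper's -0.0095, here 0.022) came within with 1 mean per mouse, the authors' value table and array weights, and without day 4 replicate 2. MYLK at day 2 (paper's 0.035, here -0.041) came within without day 2 replicate 1. NEK2 at day 2 (paper's -0.92, here -1.10) came within with plain subtraction, no background correction and the authors' value table. NEK2 at day 4 (paper's -0.19, here -0.31) came within with plain subtraction, no background correction, a dye term, each array as a replicate, the authors' value table and array weights, and without day 4 replicate 2 and day 4 replicate 3. PRC1 at day 4 (paper's -0.0085, here 0.0060) came within with 1 mean per mouse, a dye term, the authors' value table and array weights, and without day 4 replicate 2. RGS2 at day 2 (paper's -0.38, here -1.14) came within with no background correction and the authors' value table, and without day 2 replicate 1. STMN1 at day 4 (paper's 0.047, here -0.032) came within with a dye term, each array as a replicate and array weights, and without day 4 replicate 3. SF1 at day 14 (paper's -0.014, here 0.075) came within with the authors' value table and a replicate block, and without day 14 replicate 2. CLU at day 2 (paper's 0.53, here 0.73) came within with plain subtraction, no background correction, no normalization between arrays, Aquantile and the authors' value table. Among settings chosen after seeing the values, the table without its doubtful column brings all but CENPF at day 4, MYLK at day 2 and STMN1 at day 4 within, the file as labelled brings MCM6, NEK2, PRC1 and STMN1 at day 4 within, and leaving out dim-marked spots brings CDC25B, CELSR1, MYBL2, RGS2, SERPINA4 and SF1 at day 2 and MCM6 at day 4 within.

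The paper's text describes sets 1 and 2 as early and transient, and Additional File 3 has set 1 down again after a steadier phase. At day 14 the medians of the paper's table are -0.71 and -0.43 (here -0.68 and -0.51), and 33 of 40 probes of set 1 and 12 of 25 of set 2 were lower here. The text describes sets 3 and 4 as induced at first, and also as going both up and down. At day 1 the medians of the paper's table are -0.042 and 0.013 (here -0.082 and 0.023), 1 probe of each was higher here, and 20 of 24 and 19 of 25 were lower at day 14. It states a significant change of IGFBP5 on days after the first, where day 14 passed here (adjusted p = 0.00358 from limma) and days 2, 4 and 7 did not (0.220, 0.193 and 0.0552), all in the stated direction. It states a rise of IER3 on each day, and 4 of 5 days passed here, with day 2 at 1.07 (adjusted p = 0.0595 from limma). It assigns the continuous genes to sets 1 and 2 in its discussion of the lists of 50, where sets 5 and 6 gave 13 and 21 probes at day 1. It names MYB under set 3, which its table lists in set 5, and its table holds no MYC, CDC28, BUB1 or MCM4.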

Other observations

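The tests in this part were all chosen before the results were seen, but after the paper's table of log2 ratios from these arrays had been read. Of 8 measured genes of 46 listed for hypoxia and glycolysis, CA12, a carbonic anhydrase, fell by 1.10 at day 14, PLOD2, which modifies collagen, by 0.87 and PPP1R3C, a regulator of glycogen, by 0.77, and the hormone gene STC1 rose by 1.17 (1 higher and 4 lower adjusted over the list alone, adjusted p of the list 0.476). Of 34 other settings, 9 lost the STC1 call and 8 the PLOD2 call, and without day 14 replicate 2 STC1 was at 0.71, CA12 at -0.59 and none of the 4 genes was called. The mitochondrially encoded respiratory genes MTND1 and MTCYB rose by 1.05 and 0.85 at day 14, 2 of 3 measured members (3 adjusted over the list alone, adjusted p of the list 0.364), and both calls were lost without either tumor of that day. The measured genes of both lists were picked by the study on these arrays, so these counts are not independent evidence of direction. MB, which encodes myoglobin and is the measured member of the skeletal muscle list, rose by 0.65 at day 1, by 0.78 at day 2 and by 0.72 at day 14, calls lost in 1, 2 and 1 of 34 other settings. FN1 is the measured member of the fibroblast list. The 2 hemoglobin probes that stand for their genes were not called on any day, with HBG1 at -1.10 at day 4 (adjusted p = 0.0650 from limma), and both were lower on days 1, 2, 4 and 14 adjusted over the list alone. Of the 4 probes shared by HBZ, HBA1, HBA2 and HBQ1, 2 others were lower at day 4, at -1.16 and -1.14 (adjusted p = 0.0493 from limma for both).

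The lists for endothelium, macrophage and leukocyte, adipocyte, keratinocyte, ribosomal proteins and interferon response have no member among the named probes. Of 72 tests of lists, 23 passed with the preset correlation and 3 with an estimated one. Replicate numbers do not pair tumors over the days, with a mean r of 0.00265 over 26 pairs of the same number.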
